# Flower Development and Sex Determination between Male and Female Flowers in *Vernicia fordii*

**DOI:** 10.3389/fpls.2017.01291

**Published:** 2017-07-20

**Authors:** Yingji Mao, Wenbo Liu, Xue Chen, Yang Xu, Weili Lu, Jinyan Hou, Jun Ni, Yuting Wang, Lifang Wu

**Keywords:** tung tree, monoecious, reproductive development, staminode, sex determination, transcriptomics

## Abstract

*Vernicia fordii* is a monoecious and diclinous species with male and female flowers on the same inflorescence. Low female to male flower ratio is one of the main reasons for low yield in this species. However, little is known of its floral development and sex determination. Here, according to the results of scanning electron microscopy and histological analysis, the floral development of *V. fordii* was divided into 12 stages and the first morphological divergence between the male and female flowers was found to occur at stage 7. The male flowers are always unisexual, but the female flowers present bisexual characteristics, with sterile stamen (staminode) restricted to pre-meiosis of mother sporogenous cells and cell death occurring at later development stages. To further elucidate the molecular mechanism underling sex determination at the divergence stage for male and female flowers, comparative transcriptome analysis was performed. In total, 56,065 unigenes were generated and 608 genes were differentially expressed between male and female flowers, among which 310 and 298 DEGs (differentially expressed genes) showed high expression levels in males and females, respectively. The transcriptome data showed that the sexual dimorphism of female flowers was affected by jasmonic acid, transcription factors, and some genes related to the floral meristem activity. Ten candidate genes showed consistent expression in the qRT-PCR validation and DEGs data. In this study, we provide developmental characterization and transcriptomic information for better understanding of the development of unisexual flowers and the regulatory networks underlying the mechanism of sex determination in *V. fordii*, which would be helpful in the molecular breeding of *V. fordii* to improve the yield output.

## Introduction

Two lakhs fifty thousand to Three lakhs fifty thousand flowering plants are known in the world, about 90% of which are hermaphroditic, producing male and female sex organs on the same flower, while 10% are completely unisexual (Charlesworth and Guttman, 1999; Paton et al., 2008; Heijmans et al., 2012; Renner, 2014). Approximately half of these unisexual plants are monoecious species with separate male and female flowers on the same plant, such as maize (*Zea mays*), cucumber (*Cucumis sativus*), and melon (*Cucumis melo*). The other half are dioecious with male and female flowers on separate plants, such as white campion (*Silene latifolia*), papaya (*Carica papaya*), hemp (*Cannabis sativa*), and annual mercury (*Mercurialis annua*). In flowering plant, sex determination is a developmental process that facilitates allogamy to support fitness and survival. In unisexual flowers, the process of sex determination is performed by the selective abortion or arrest of either male or female reproductive organs. The mechanisms of sex determination have been investigated in some model plants, such as maize and cucumber, and are mainly affected by genetics, plant hormones and environmental factors (Bai and Xu, 2013; Li and Liu, 2017).

For dioecious species, sex determination genes are often located in non-recombining regions of the sex chromosome (Zhang et al., 2014). In white campion, the Y chromosome is the largest chromosome in the genome and also the primary factor that determines floral sexuality, with at least one region suppressing female expression and another promoting male development (Juarez and Banks, 1998; Zhang et al., 2014). In papaya, sex determination is controlled by two types of Y chromosomes that control the male Y and the hermaphrodite Y^h^ (Ming et al., 2007). Sex determination genes have been identified and investigated in maize and cucurbits to improve the understanding of the regulatory network for sex determination. A sex determination model for melon was recently proposed in which the expression of *CmWIP1*, required for carpel abortion in the male flower, is dependent on the non-expression of *CmACS11*. In this model, the expression of *CmACS*-7, which leads to stamen repression in the female flower, is dependent on the non-expression of *CmWIP1* (Boualem et al., 2008, 2015; Martin et al., 2009). It is known that plant hormones regulate plant growth and development and also affect sex differentiation in some monoecious and dioecious plants. Ethylene is the primary hormone promoting female flower development in melon and cucumber, whereas gibberellins have opposite effects in these plants (Yamasaki et al., 2005). In maize, gibberellins induce feminization while jasmonic acid and brassinosteroids induce masculinization (Yamasaki et al., 2005; Zhang et al., 2014). Environmental factors also affect sex determination in many species, such as high temperature and long-day conditions, which can promote male flowers, whereas low temperature and short-day conditions induce feminization in cucumber (Yamasaki et al., 2005; Li et al., 2012).

For the formation of unisexual flowers, the developmental fate of inappropriate sex organs is determined at different developmental stages in different plants (Diggle et al., 2011). There are four stages of inappropriate sex organ abortion: stage 0 occurs before the initiation of the stamen or carpel primordia; stage 1 is the stage containing the early stamen or carpel primordia; stage 2 represents pre-meiosis; and stage 3, post-meiosis (Diggle et al., 2011). In maize, the formation of unisexual flowers results in the abortion of pistil primordia in the tassel silkelets and the secondary florets of ear spikelets, mediated by programmed cell death (PCD), and the arrest of stamen primordia in ear spikelets, which involves repression of the cell cycle (Calderon-Urrea and Dellaporta, 1999; Kim et al., 2007). In cucumber, the arrest of the stamen in female flowers is mainly restricted to the anther at stage 7 with DNA damage, which can be specifically detected by TUNEL assay. However, the arrest of carpel development in male flowers occurs prior to ovary differentiation without DNA damage and TUNEL signal (Hao et al., 2003; Bai et al., 2004). Moreover, the vestiges of a stamen and carpel are left in the female and male flowers respectively and remain metabolically active (Hao et al., 2003). In contrast, hemp and annual mercury lack any vestiges of inappropriate sex organs and present as completely unisexual (Diggle et al., 2011). Taken together, the transition from bisexual to unisexual features may occur in any cell specification stage of floral development with different processes for each diclinous species.

*Vernicia fordii* (tung tree) is a perennial deciduous woody oil plant in subtropical and tropical areas with tremendous potential as raw material to produce biodiesel (Chang et al., 2013). The seeds of the tung tree contain 50–60% oil with approximately 75% α-eleostearic acid (9 *cis*, 11 *trans*, and 13 *trans* octadecatrienoic acid), which determines the quality of tung oil (Weichang et al., 2008). In recent years, the tung tree has been highlighted as an important woody bioenergy plant in China for resolving the increasing energy crisis. Tung trees are monoecious and predominantly synoecious plants, the flowers of which are developed in panicled cymose inflorescences that are terminal and solitary on new branches. The number of staminate flowers greatly exceeds that of the pistillate flowers and the average ratio of female to male flowers is 1:27, which results in low yield (McCann, 1942). Therefore, it is important to investigate the flower development and sex determination processes in the tung tree for further alteration of the sex ratio and to increase in the yield. However, few studies are available on floral development in the tung tree (Abbott, 1929; McCann, 1942). The mechanisms underlying the transition from a bisexual to a unisexual flower and floral organ development are clear in some species, such as *Phoenix dactylifera* (Daher et al., 2010), *Vitis vinifera* (Caporali et al., 2003), *S. latifolia* (Farbos et al., 1997), and *Xanthoceras sorbifolia* (Zhou et al., 2012), but unclear in the tung tree.

In this paper, we report a detailed morphogenetic and transcriptomic analysis of floral development in *V. fordii*. The male flowers are always unisexual, but the female flowers present bisexual characteristics with sterile stamen (staminode) restricted to the anther during the early development stages, and while cell death occurs in later development stages. Comparative transcriptome sequencing of the male and female flowers was carried out to better understand the molecular regulatory mechanism governing unisexual flower development in *V. fordii*.

## Materials and methods

### Plant materials

Six hundred tung trees used in this experiment were an Anhui local cultivar “Duisuitong,” the seeds of which were sown and cultivated in the test field of the Hefei Institutes of physical science, Chinese Academy of Sciences, Anhui, China, at 2011. The terminal buds were randomly collected every week at various growth stages, from April 2015 to April 2016. However, the samples were collected every 3–4 days at the beginning of the reproductive phase in July 2015 and every 2 weeks during the phase of reproductive dormancy from November 2015 to January 2016. All of the sampled buds were dissected by removing their scales and leaves and fixed in FAA (70% ethanol: acetic acid: formaldehyde, 90:5:5, v/v) or 5% glutaraldehyde at 4°C for further histological and SEM studies, respectively.

### Histological analysis

All samples in FAA were vacuum filtered for ~30 min. Then the samples were dehydrated by sequentially immersing through graded ethanol: 50, 70, 85, 90, and 100% ethanol, each for 2 h at room temperature. Then, the samples were incubated overnight into the fresh 100% ethanol containing 0.1% Eosine that makes the samples more visible during embedding and sectioning. The following day, the dehydrated materials were incubated in the ethanol gradually with xylene as follows: 100% ethanol for 1 h, ethanol/xylene (3:1, v/v) for 1 h, ethanol/xylene (1:1, v/v) for 1 h, ethanol/xylene (1:3, v/v) for 1 h, two changes of xylene for 1 h. At the end of the day, the materials were set in xylene/paraffin (1:1, v/v) overnight at 60°C oven. The third day, the tissues were embedded by regularly adding more paraffin (every hour) until the pure molten wax at the end day for incubation 60°C overnight. The final day, the paraffin was replaced three times at intervals of 3 h and the tissues were infiltrated by vacuum 30 min at 60°C. Samples were longitudinally and transversely sectioned into pieces with 8 um thickness. Sections were double stained with Safranin O and Fast Green FCF according to the Sass's method (Ruzin, 1999). The sections were deparaffinized 15 min in xylene two times and washed in water. Then, the sections were stained for 12 h in aqueous Safranin O (1% w/v) and rinsed in water until no more dye. After that, sections were dehydrated for 2 min each through the following ethanol series: 30, 50, 70, and 95% ethanol. The sections were counterstained 30 s in 95% ethanol plus Fast Green FCF (0.1% w/v) and washed 2 min in 100% ethanol two times. Subsequently, the slides were dipped 5 s in a mixture of methyl salicylate and xylene (1:1, v/v) and cleared in 100% xylene for two changes. Finally, the sections were mounted and covered with glass coverslip. The sections were observed and photographed under the SZX10 stereo microscope (Olympus, Japan) and the BX53microscope (Olympus, Japan).

### Scanning electron microscopy

The fixed and dissected materials were dehydrated by passing them through ethanol gradually with an acetone series: 30, 50, 70, 80, 90, and 100% ethanol for 15 min each, ethanol/acetone (1:1, v/v) for 30 min and 100% acetone for 30 min. The materials were critical-point dried using liquid CO_2_ (Emitech K850, UK). All materials were sputter-coated with gold (Hitachi E-1010, Japan) and examined with an S4800 scanning electron microscope running at an accelerating voltage of 3 kV (Hitachi, Japan). The heights of the floral sex organs (*n* = 10) were measured using ImageJ software (https://imagej.nih.gov/ij/). Data were analyzed statistically using the Origin 8.5 (OriginLab Corporation, USA).

### DAPI staining

Nuclear loss assays were performed using 4′,6-diamidine-2-phenylindole dihydrochloride (DAPI, Sigma). Sections were rehydrated through a graded ethanol series: 100, 95, and 70% ethanol for 5 min each, 0.75% NaCl in 50% ethanol for 2 min and 0.75% NaCl in 30% ethanol for 2 min. Afterward, sections were immersed in 0.75% NaCl for 5 min and washed in PBS solution containing 0.3% Trixton for 5 min. Then, sections were incubated in a 0.3 mM solution of DAPI in PBS for 15 min followed by three washes in PBS and mounting in VECTASHIELD (Vector, USA). The samples were observed and photographed using a BX53 microscope (Olympus, Japan).

### TUNEL assay

The TUNEL (TdT-mediated dUTP nick-end labeling) assay was used to determine whether PCD was occurring in the aborted stamens (staminodes) from *V. fordii* female flowers. We used the DeadEnd Fluorometric TUNEL system according to the manufacturer's instructions (Promega, USA). Sections were counterstained in 1 mg/ml propidium iodide (PI) in PBS and mounted in VECTASHIEDLD (Vector, USA). Slides were examined and photographed under a BX53 microscope using blue and green excitation to visualize the green TUNEL fluorescence and the red PI fluorescence, respectively.

### RNA extraction and sequencing

Male and female flower buds at developmental stage 7 were identified under the SZX10 stereo microscope (Olympus, Japan) and separately collected from the same plant. Three biological replicates were performed for each sample and 30 flowers counted as one sample. All samples were immediately frozen in liquid nitrogen and stored at −80°C for RNA extraction. Total RNA was isolated using RNAiso plus (Takara, Japan), according to the manufacturer's protocol. RNA sequencing was performed by Illumina Hiseq 2500 (Illumina, USA) obtaining reads with 2 × 100 bp length at Shanghai Biotechnology Corporation (Shanghai, China). The paired-end adapter sequences, short sequences (<20 bp) and low-quality reads (Q score <20) were removed. All clean reads were processed with CLC Genomics Workbench software (version 6.0.4) using the scaffolding contig program (word-size = 45, minimum contig length ≥200) and CAP3 EST software to generate *de novo* assembled unigenes (Garg et al., 2011; Su et al., 2011). All sequencing data of male and female flower buds in *V. fordii* are available at the NCBI's Gene Expression Omnibus (accession number: GSE98631).

### Annotation and gene ontology enrichment analysis

To annotate the unigenes, the BlastX program was used to search against the *Arabidopsis thaliana* protein sequence data set (TAIR 10, http://www.arabidopsis.org/) with an *E*-value threshold of 1E-5 (Altschul et al., 1990). Thus, the best-hit *Arabidopsis* homologs [using *Arabidopsis* gene identifiers (AGI)] were mapped to the *V. fordii* unigene ID. Gene Ontology (GO) annotation was performed using the Blast2GO software (Conesa and Gotz, 2008) and functional classification was analyzed with the Classification SuperViewer tool (http://bar.utoronto.ca/; Provart and Zhu, 2003). The unigene sequences were mapped to the KEGG Automatic Annotation Server database to reveal metabolic pathways (Moriya et al., 2007).

The differentially expressed genes (DEGs) between male and female flower buds were determined using the DEGseq program with the RPKM (reads per kilobase per million reads) values and satisfied with the false discovery rat (FDR) values < 0.05 and fold changes ≥2 (Wang et al., 2010).

To further investigate the functions of DEGs, GO enrichment analysis was performed using OmicShare tools, a free online platform for data analysis (http://www.omicshare.com/tools). Firstly, all DEGs were mapped to the GO terms in the Gene Ontology database (http://www.geneontology.org/). Gene numbers were calculated for every term and significantly enriched GO terms in the DEGs compared to the genome background were defined with a hypergeometric test. The calculated *p*-value was subjected to FDR correction, with FDR ≤ 0.05 used as a threshold. GO terms meeting this condition were defined as significantly enriched GO terms in the DEGs. This analysis may be able to recognize the main biological functions of the DEGs. Meanwhile, *V. fordii* DEGs with unique AGIs were submitted to MapMan for categorization of the DEGs based on biological functions (Thimm et al., 2004).

### qRT-PCR analysis

To validate the RNA-seq data, 1 ug RNA was used for cDNA synthesis according to the instructions for the PrimeScript Reverse Transcriptase (Takara, Japan). Tung 60 s ribosome protein L19 (Rpl19b, Genbank accession No. FJ362591) was used as the reference gene (Cao et al., 2013). All of the specific primers for the selected DEGs are shown in Table S1. qRT-PCR was performed using the LightCycler 96 (Roche, USA) and SYBR Green PCR Master Mix. Three biological repeats were applied for each experiment.

## Results

### Phenological growth stages of floral bud

In April, the inflorescences started to flower after one-year development. At the same time, new shoots were generated from the leaf axil (Figure 1A). The growth of vegetative shoots was robust and vigorous in the next 2 months (Figures 1B,C). The vegetative shoot meristem was transformed into an inflorescence meristem between July and August (Figure 1D). The developmental pattern for the entire inflorescence process was basipetal. The primary inflorescence meristem consecutively differentiated into secondary, tertiary, or quaternary inflorescence, which was subtended by bracts. Meanwhile, the flower primordia started to differentiate. The central and terminal flowers developed first, followed by the lateral flowers. After being subjected to low temperatures in winter, the floral buds were covered by a brown scale for dormancy (Figure 1E). In the spring, the floral differentiation resumed and rapid development took place. Floral buds began to swell and open and the scales loosened and parted (Figure 1F). The rudimentary bracts became visible and increased in length. The main and branch axes lengthened, leading to the formation of a panicled and compact cymose inflorescence (Figure 1G). The first flower opened in April and the flowering period lasted ~3 weeks.

**Figure 1:**
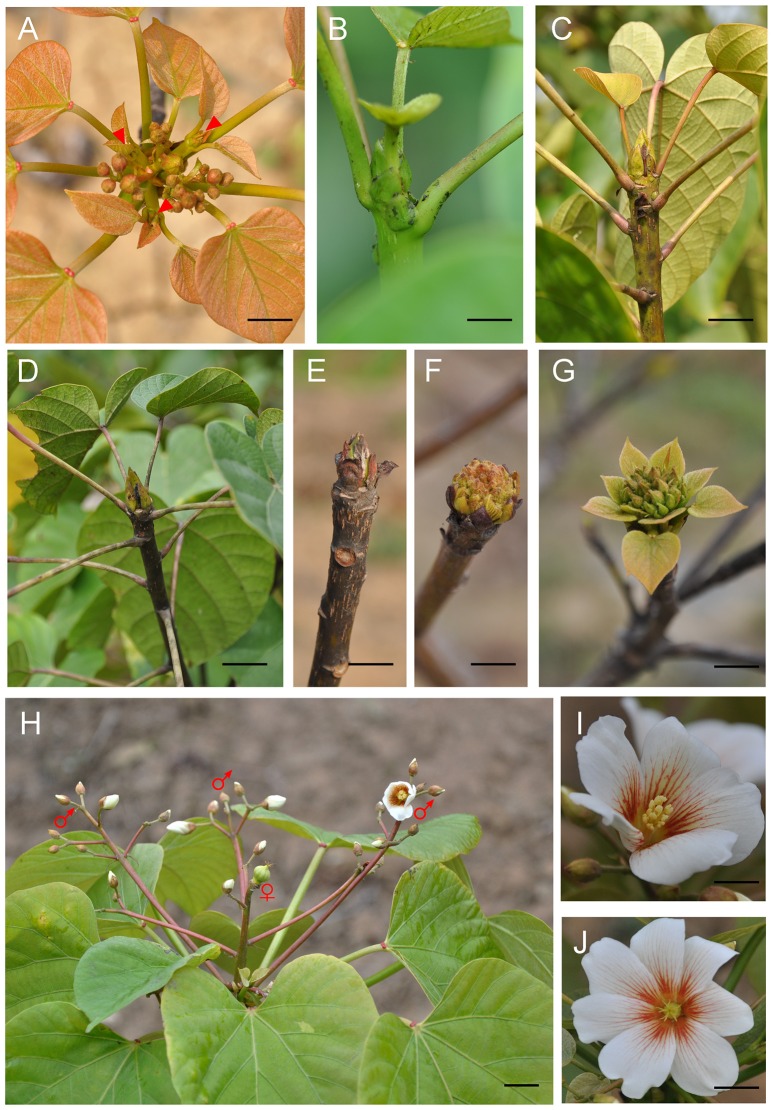
Phenological growth stages and structure of *V. fordii* flower. **(A)** The new shoots (red arrowhead) emerged in April. **(B,C)** The vegetative shoots grew in May and June. **(D)** The inflorescence emerged in July and August. **(E)** The dormancy of floral buds in winter. **(F)** Floral bud breaking and swelling in spring. **(G)** The formation of cymose inflorescence **(H)** Structure of an inflorescence. ♀: male flower, ♂: female flower (petal removed). **(I)** The male flower. **(J)** The female flower. Scale bar = 1 cm.

The structure of the inflorescence showed that the rachis may branch dichotomously or trichotomously (Figure 1H). The main and lateral flower stalks are also branched in the same manner. In an inflorescence, female flowers are located at the center of the main or second inflorescence axis, which are surrounded by male flowers. Typically, mature flowers are unisexual. The number of petals varies from five to eight in male flowers (mostly five petals). Eight to twelve stamens are arranged in two whorls that harbor upper and lower layers, respectively (Figure 1I). Female flowers have five to nine petals (mostly eight petals) (Figure 1J), three to five fused carpels with a large ovary, a short style, and the same number of stigmas with two splits.

### Stages of flower development

In order to further understand the developmental characteristics of male and female flowers, flower development was divided into 12 stages by key morphological events and developmental order of flower organs with the results of SEM and histological section analyses (Figures 2–**5**).

**Figure 2:**
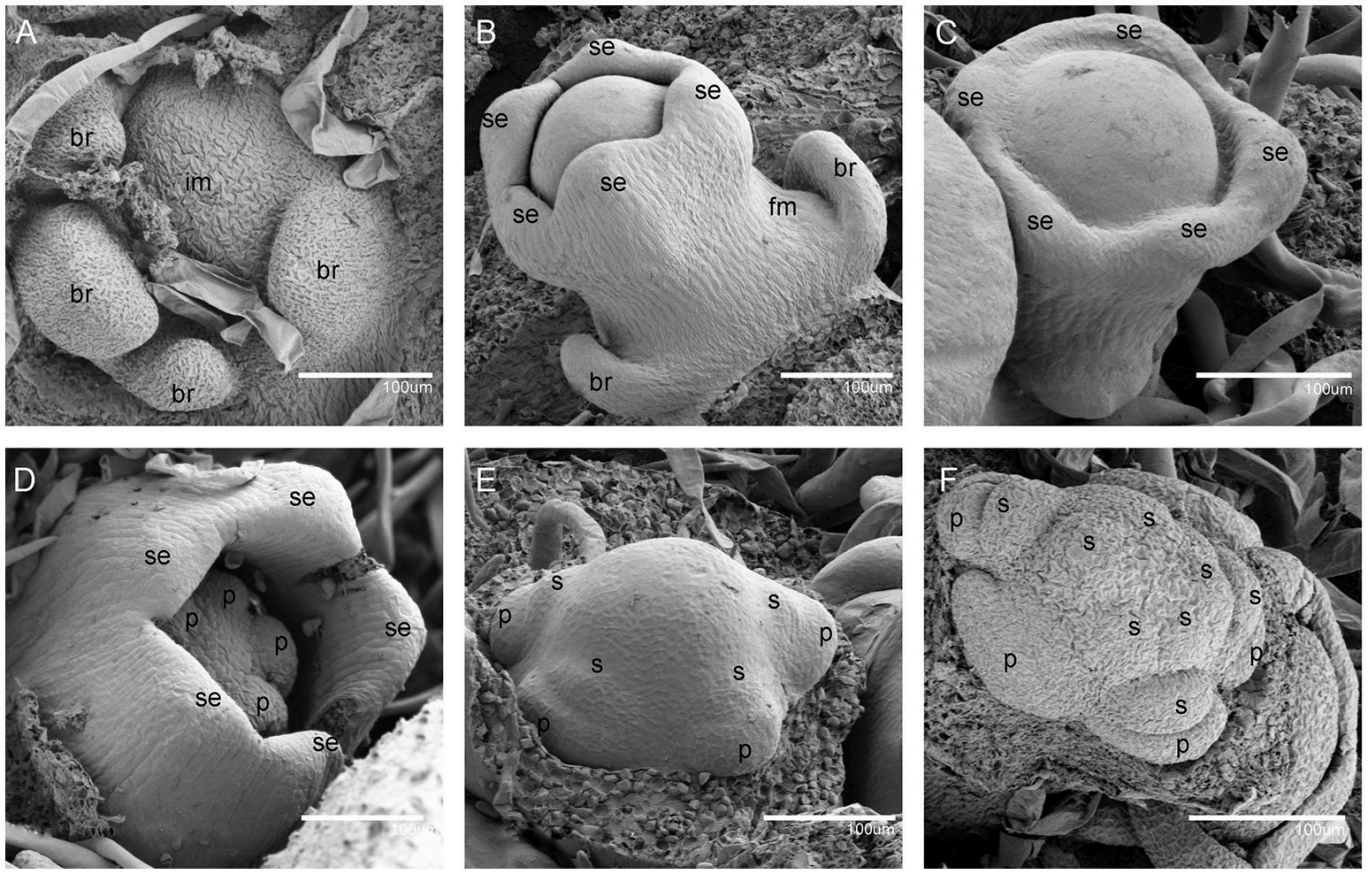
Scanning electron micrographs for *V. fordii* flower in stages 1–6. **(A)** Stage 1: inflorescence meristem was subtended by bracts. **(B)** Stage 2: floral meristem initiated on the flank of inflorescence. **(C)** Stage 3: appearance of sepal primordia. **(D)** Stage 4: formation of petal primordia. **(E)** Stage 5: appearance of lower layer stamens. **(F)** Stage 6: upper layer stamens bulged. im, inflorescence meristem; br, bract; fm, floral meristem; se, sepal; p, petal; s, stamen.

During the vegetative phase of *V. fordii*, the shoot apical meristem (SAM) produced leaves on its flanks. Once transitioned to the reproductive stage, the SAM developed into an inflorescence shoot apical meristem (IM), which was subtended by bracts (stage 1, Figure 2A). A primary IM then further differentiated into floral meristems or secondary inflorescence meristems (stage 2, Figure 2B).

When the IM transformed into a flower primordium, the appearance of the primordia of the sepal, petal, lower layer stamen, and upper layer stamen was defined as stage 3 (Figures 2B,C, **5A**), stage 4 (Figures 2D, **5B**), stage 5 (Figures 2E, **5C**), and stage 6 (Figures 2F, **5D**), respectively. Immediately after stage 6, the male and female flowers began to exhibit some developmental differences, particularly morphological changes in the central dome of the flower primordium. For male flowers, the central dome of the floral meristem retained a plane shape, while the two layers of the stamen primordia continued to grow with an oval shape. This period was defined as stage 7 (Figures 3A,B). In contrast, at stage 7 in the female flower, considerable changes occurred in the morphology of the central dome of the floral meristem. The floral meristem began to bulge and grow upward separate from the stamen primordia, from which the gynoecium arose. The gynoecium was now hemispherical (ca. 220 um in diameter) and the inner layer stamens were pushed between the outer layer stamens (Figure 4A).

**Figure 3:**
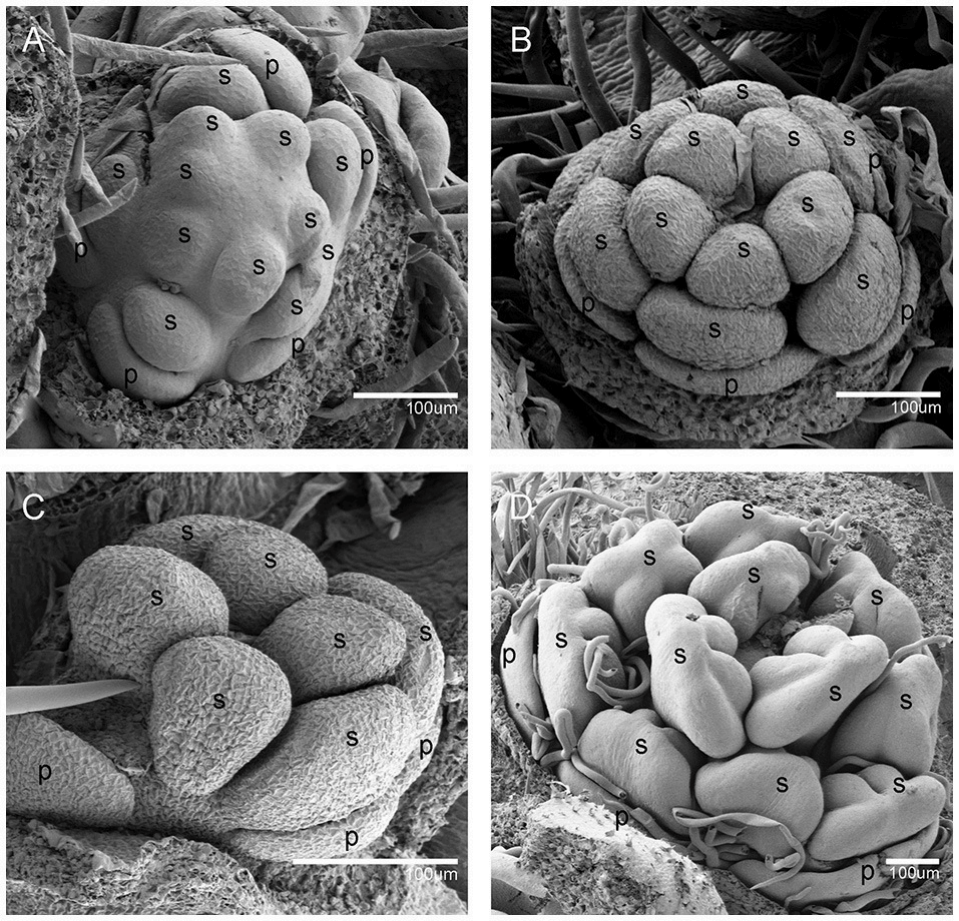
The development of the male *V. fordii* flower during sex differentiation. The sepal primordia have been removed. **(A,B)** Stage 7 in the male flower: the floral meristem was arrested and oval-shaped stamen primordia were formed. **(C)** Stage 8: stamen primordia were transformed from oval-shaped to tongue-shaped and stamens became stalked. **(D)** Stage 9: anthers of male flowers formed convex protrusions on the inner surface. p, petal; s, stamen.

**Figure 4:**
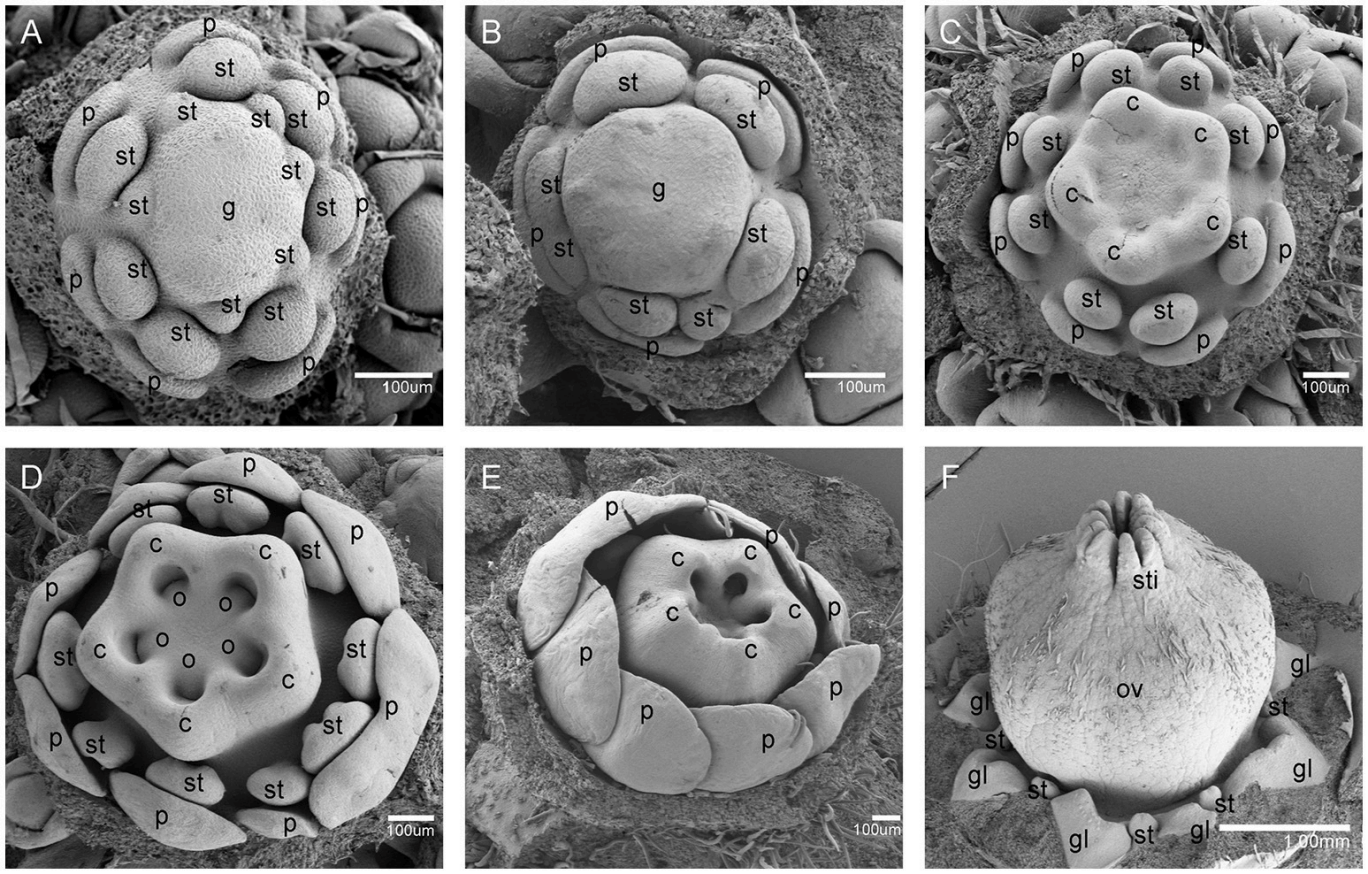
The development of the female *V. fordii* flower during sex differentiation. **(A)** Stage 7 in the female flower: the floral meristem began to bulge and differentiate and the hemispherical gynoecium was established. **(B)** Stage 8: the gynoecium primordium enlarged and formed a flattened and rounded protrusion. **(C)** Stage 9: the carpel primordia appeared at the edge of the gynoecium. **(D)** Stage 10: the ovule primordia emerged. **(E)** Stage 11: the carpels were fused at the base. **(F)** Stage 12: each carpel differentiated into a short style and two-split stigma appeared. p, petal; st, staminode; g, gynoecium; c, carpel; o, ovule; ov, ovary; sti, stigma; gl, gland.

At stage 8, two layers of the stamen primordia in male flowers were transformed from oval-shaped to tongue-shaped (Figure 3C). The stamen primordia became stalked at the base. The stalk and the wider upper region would eventually give rise to the filament and anther, respectively (Figures 3C, 5E). For the female flowers, the gynoecium primordium was enlarged and formed a flattened and rounded protrusion (Figures 4B, 5J). The staminodes were constricted at the periphery of the gynoecium primordium and formed a single ring in the third whorl (Figure 4B). The beginning of stage 9 for the male flowers was defined when the anthers adopted convex protrusions on the inner surface, forming locules (Figures 3D, 5F). For the female flowers, the carpel primordia independently and simultaneously appeared at the edge of the gynoecium (Figures 4C, 5K).

**Figure 5:**
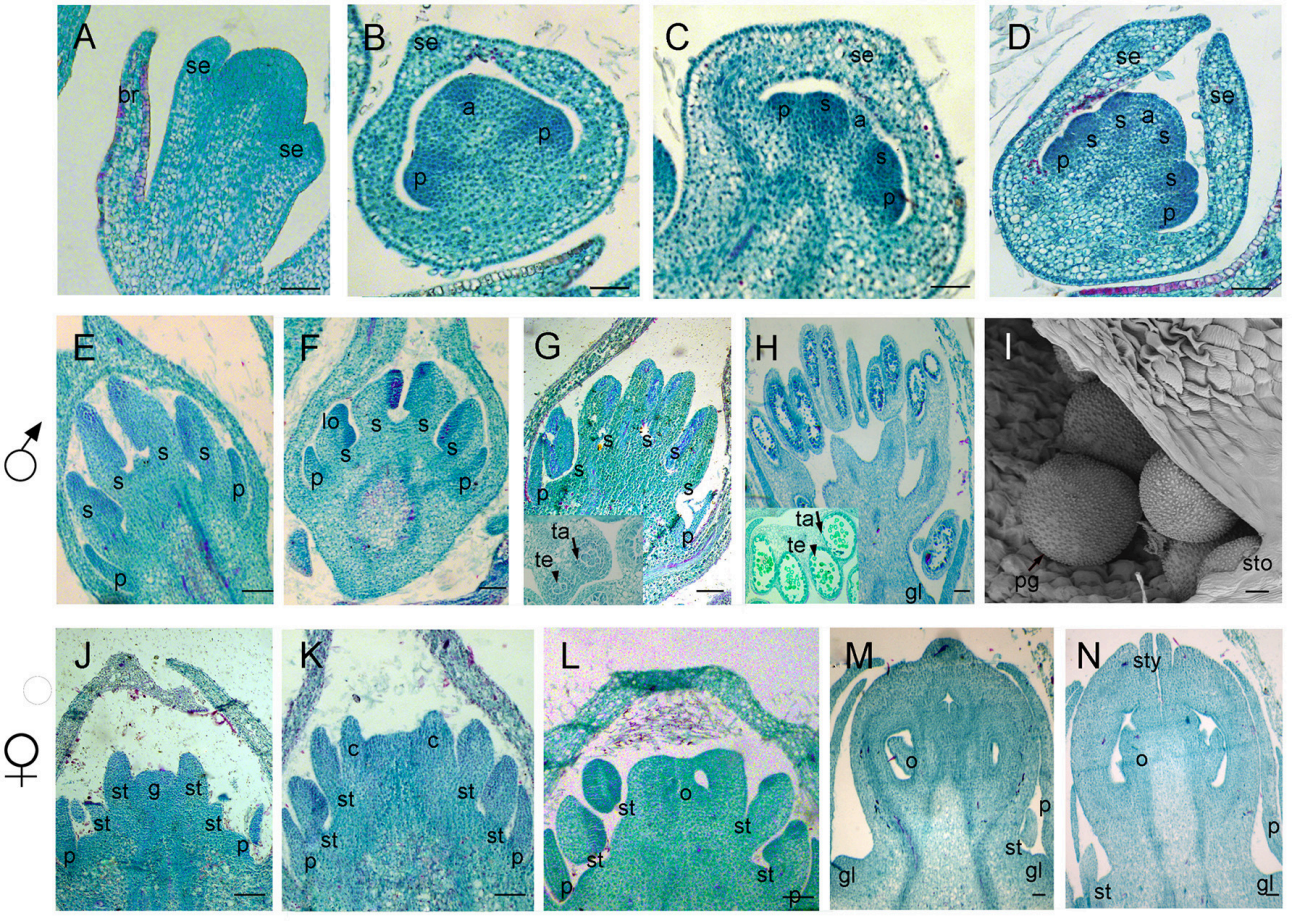
Samples were sectioned into pieces with 8 um thickness. Sections of flower development in *V. fordii*. **(A)** Stage 3. **(B)** Stage 4. **(C)** Stage 5. **(D)** Stage 6. **(E)** Stage 8 in the male flower: the filament and anther appeared. **(F)** Stage 9 in the male flower: locules formed with dense staining. **(G)** Stage 10 in the male flower: meiosis occurred and tetrads were surrounded by tapetum at the inset of the transverse section. **(H)** Stage 11 in the male flower: the tapetum layer began to disintegrate and pollen grains were round. **(I)** SEM of stage 12 in the male flower: the pollen grains were mature and released from the stomium. **(J–N)** Stages 8–12 of female floral development in which detailed description of each stage seen in Figures 4B–F, respectively. br, bract; se, sepal; p, petal; s, stamen; lo, locule; ta, tapetum; te, tetrad; sto, stomium; pg, pollen grain; st, staminode; g, gynoecium; c, carpel; o, ovule; sty, style; gl, gland. Scale bar = 20 um.

Stage 10 was characterized by the occurrence of meiosis in the male flowers. The anther grew rapidly and the tetrads of microspores were differentiated and surrounded by a single layer of tapetal cells (Figure 5G). For the female flowers, the young pistil presented a five-lobed and scalloped cup and the concavities of the cup were clearly evident, corresponding to early locules (Figure 4D). In each locule, the ovule primordia bulged outward, forming an oval shape (Figures 4D, 5L). The staminodes developed in the same manner as in stage 9 for the male flowers. Growing to stage 11, the tapetum layer began to disintegrate and the pollen grains became rounder in the male flowers. The glands also appeared in the male flowers (Figure 5H). At this stage, the five carpels were proximally fused into a single ovary during enlargement in the female flowers (Figure 4E). The petals increased in size and length and the ovules elongated. However, the staminode growth seemed to be retarded and the total length was ca. 150 um. The glands arose at the axil of the petals (Figure 5M).

At stage 12, the pollen grains were mature, ca. 60 um in diameter, and were released from the stomium in the male flowers (Figure 5I). During this stage in the female flowers, the upper part of each carpel differentiated into a short style and the two-split stigma appeared at the distal revolute part of each style (Figures 4F, 5N). The length of the staminodes (ca. 170–220 um) was similar to that of the male flowers in stage 9 and the staminodes disappeared at a later development stage in the female flowers. Soon afterward, anthesis occurred.

As mentioned above, the development of male and female flowers was identical at the first six stages, when the sepals, petals, and stamen primordia were formed (Figures 2A–F, 5A–D). The developmental divergence between the male and female flowers was observed at stage 7 (Figures 3A, 4A). For the female flowers, the central dome of the flower continued to differentiate, forming the gynoecium. Therefore, the female flowers presented bisexual characteristics. The staminodes were retarded and disappeared during subsequent development (Figures 4D–F, 5J–N). Eventually, the female flowers achieved full transformation from bisexuality to unisexuality. Since female sex organs (carpels) never appeared in male flowers, their developmental processes remained unisexual (Figures 3A–D, 5E–H).

### Development of the androecium in male and female flowers

A comparison of androecium development in male and female flowers was performed, with detailed measurement of the sex organ length in all stages as well as an evaluation of histo-cytological changes in stages 8–11 (Figure 6). At stage 8, the fertile stamen primordia of male flowers was ca. 70 um in length and stamen cells were active with intense stained coloration especially in the nuclei (Figure 6A). At stage 9, the stamens elongated, with differentiated filaments and anthers. During this period, the cell division in the adaxial side of the anther was densely stained and a bilateral structure was established with locules (Figure 6B). At stage 10, the highly stained anthers differentiated and all anther cell types were present including the endothecium, middle layer, tapetum, and microspore mother cells of the locules (Figure 6C). At stage 11, the stamen underwent an increase in length ca. 500 um (Figure 6I) and meiosis occurred in the microspore mother cells, resulting in a tetrad of haploid microspores surrounded by tapetum (Figure 6D).

**Figure 6:**
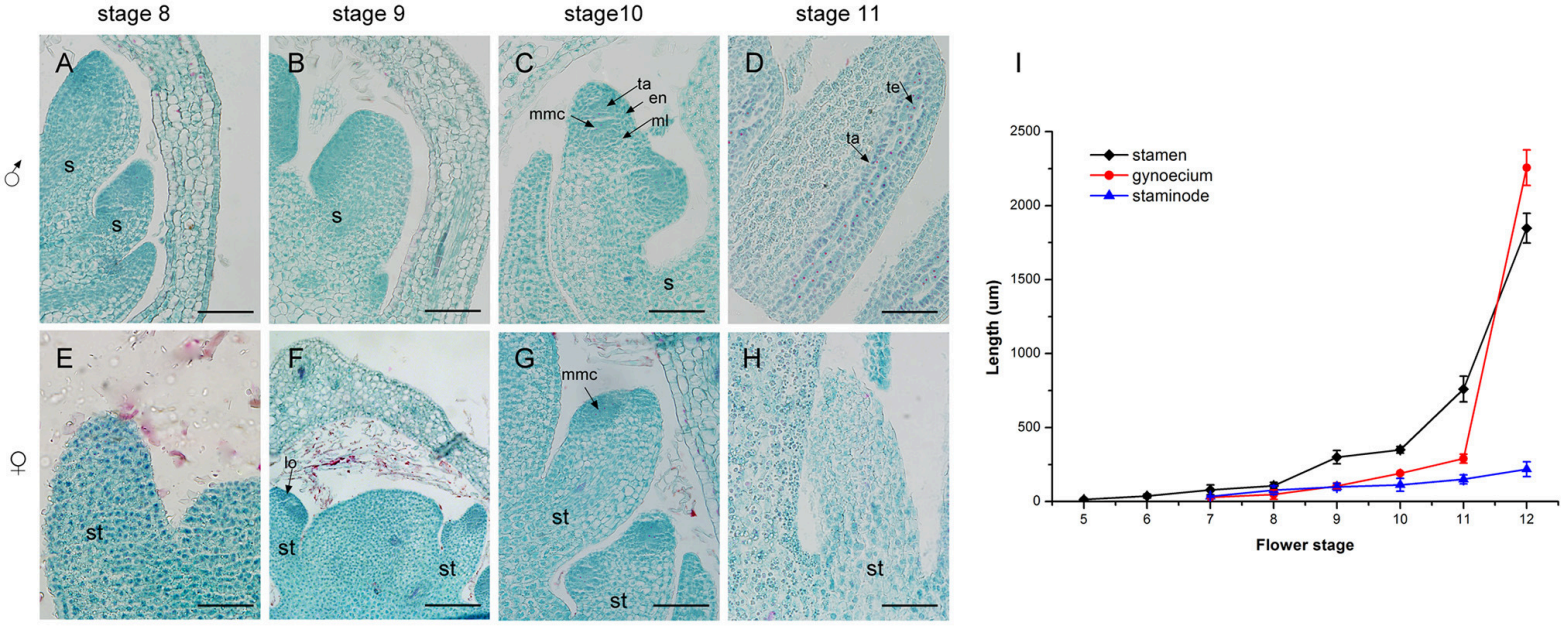
Development of the androecium **(A–H)** and length of flower organs **(I)** in male and female flowers. **(A)** Stamen development at stage 8. **(B)** Appearance of anther and filament at stage 9. **(C)** Meiosis division occurred in locules of the anther at stage 10. **(D)** More pollen grains were surrounded by tapetum at stage 11. **(E,F)** Stage 8 and 9, respectively: the growth of staminode primordium was the same as in stages **(A,B)**. **(G)** At stage 10, staminode development was blocked. **(H)** The staminode cells became vacuolated with sparse cytoplasm density. s, stamen; ta, tapetum; en, endothecium; ml, middle layer; lo, locule; te, tetrad; st, staminode; mmc, microspore mother cell. Scale bar = 100 um.

In contrast to the fertile stamens in male flowers, the staminodes in female flowers presented retarded growth. At stage 8 and stage 9, the staminode cells were densely stained and the anthers of the staminodes were differentiated. This was similar to the stamen development in male flowers at the same stage (Figures 6E,F). However, compared with stamen development in male flowers, the staminodes displayed inconspicuous elongation and their development appeared to stop in stage 10 (Figure 6I). Meanwhile, the anther differentiated abnormally and microspore mother cells could not undergo meiosis to form microspores because of the disappearance of the tetrads in later development stages (Figure 6G). During subsequent development, the staminode cells became vacuolated, the cell differentiation decreased, and the cytoplasm density gradually became sparse from the proximal to the distal region (Figure 6H). In summary, the staminode development was blocked during the development of the anther in stage 10 in the female flower, which led to the transformation of bisexual to unisexual characteristics in female flowers.

### Cell death during staminode abortion

In order to investigate the mechanism of androecium abortion, we mainly focused on staminode development in female flowers at the last three stages (stages 9, 10, and 11). The cellular changes in aborted staminodes were examined by staining paraffin-embedded tissue sections with DAPI (Figure 7). Figures 7A,B show that there were intact nuclei with bright DAPI staining from staminodes in the female flowers at stages 9 and 10. As shown in Figure 7B, the anther of the staminode underwent differentiation to form a microspore mother cell of the locule with brighter and denser DAPI staining. As the female flowers became mature, the staminodes presented nuclear loss in which diminished DAPI fluorescence was noted in subepidermal cells of the anther at stage 11 (Figure 7C).

**Figure 7:**
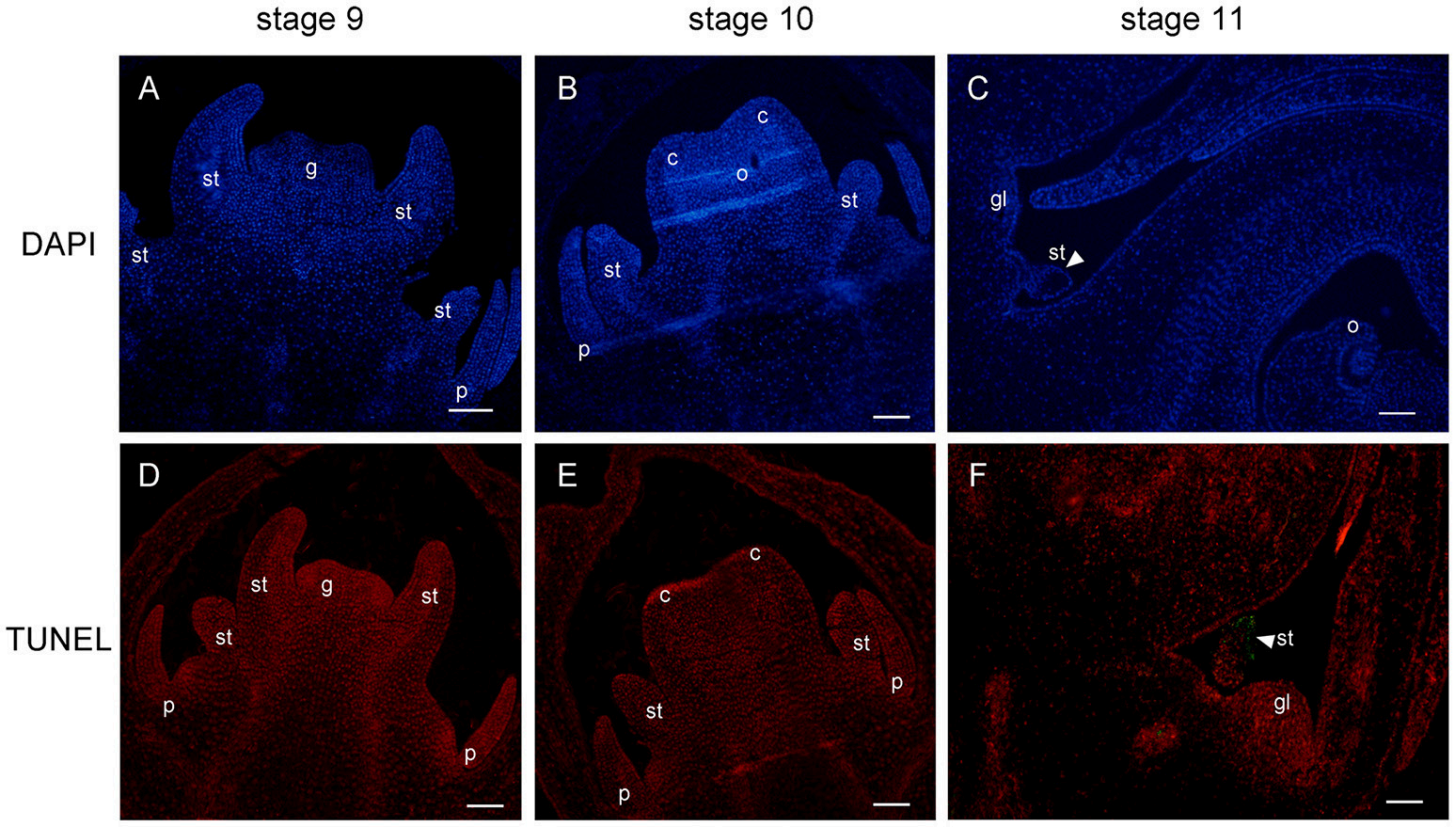
DAPI staining and TUNEL assay of female flower at stages 9, 10, and 11. Staminode showed intact nuclei with bright DAPI at stages 9 **(A)** and 10 **(B)**. At stage 11, nuclear loss (arrowhead) was displayed in subepidermal staminode cells **(C)**. TUNEL signals were not detected at stages 9 **(D)** and 10 **(E)**, and were concentrated (arrowhead) in the staminode at stage 11 **(F)**. st, staminode; g, gynoecium; c, carpel; o, ovule; gl, gland. Scale bar = 100 um.

In parallel, TUNEL was performed to detect signs of fragmented DNA during the process of staminode abortion. At stages 9 and 10, no TUNEL signal was detected in the staminodes or in the other floral organs (Figures 7D,E). Moreover, the distal anther cells were densely stained by PI, which was consistent with the results in Figure 7B. The TUNEL signals were clearly observed in the subepidermal cells of the anther in the staminode, indicating extensive DNA fragmentation with cell death (Figure 7F). The lightness and density of the proximal-to-distal staminode nuclei gradually declined with DAPI and PI staining, indicating that the loss of nuclear integrity had increased. In brief, the staminode abortion process was determined by cell death with a loss of nuclear integrity and DNA fragmentation in stage 11 during female flower development.

### Illumina sequencing and annotation

In order to investigate the molecular mechanisms responsible for the formation of unisexual flowers in *V. fordii*, the divergence of male and female flowers at stage 7 was sequenced with three biological replicates. 

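Male and female flower buds at stage 7 were taken separately from the same plant, and 3 samples of each sex were sequenced. The authors removed adapters, short reads and low-quality reads and assembled the clean reads de novo into unigenes with CLC Genomics Workbench and CAP3. They deposited, for each unigene and each of the 6 libraries, the number of reads counted and the RPKM value (read density scaled by unigene length and library total). The program that mapped and counted the reads is not given in the sources used here. DEGs were determined here from the read counts, so that the spread between replicates entered the test. Counts were scaled with edgeR's TMM method, whose factors ran from 0.319 in female replicate 3 to 1.86 in female replicate 2, and all values in CPM are on that scale. The 29327 unigenes that passed edgeR's expression filter were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a unigene was called a DEG at an adjusted p under 0.05 and a fold change of at least 2. Log2 differences are male minus female, so that a negative value means higher expression in female flowers. The biological coefficient of variation between replicates was 51.0%. For a single unigene, an exact two-sided permutation test of 3 samples against 3 cannot give a p below 0.1. Replicates were compared before they were averaged. Across unigenes, which are not independent replicates, Pearson's r of log2 CPM lay between 0.851 and 0.943 for the male libraries and was 0.939 for female replicates 1 and 2. Female replicate 3 had an r of 0.785 and 0.782 with the other female libraries, within the range of 0.740 to 0.813 between the sexes. On principal component 2 (37.3% of the variance) it lay at -92.2, with the other female libraries (-112 and -122). The male libraries lay between 93.4 and 138 there. Between libraries of the same sex the chi-square per unigene was at least 64.9, where a repeat sequencing of 1 library gives about 1, and all 6 were used as the separate samples that the methods describe.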

In total, 146 million clean reads were generated and each sample produced 16–36 million reads. 

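Reads counted on unigenes numbered 14260169, 16849489 and 14099287 in male replicates 1, 2 and 3. Female replicates 1, 2 and 3 had 32719757, 40385019 and 11467832, and the 6 libraries together held 129781553. All values here rest on these reads counted on unigenes. The total of female replicate 2 was above the largest number of clean reads that the paper gives for a sample, and the deposited table does not say how its reads were counted. The median was 14260169 in male and 32719757 in female flowers. Unigenes with at least 1 read numbered from 35642 in female replicate 3 to 54997 in female replicate 2. The 5 unigenes with the most reads over all libraries took 36.9%, 4.46% and 21.1% of the reads in male replicates 1, 2 and 3, and 3.90%, 1.12% and 54.9% in female replicates 1, 2 and 3. Without them, 5167190 reads remained in female replicate 3 and 39933144 in female replicate 2, so that unigenes of low expression were measured least precisely in female replicate 3.

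**Figure D1:**
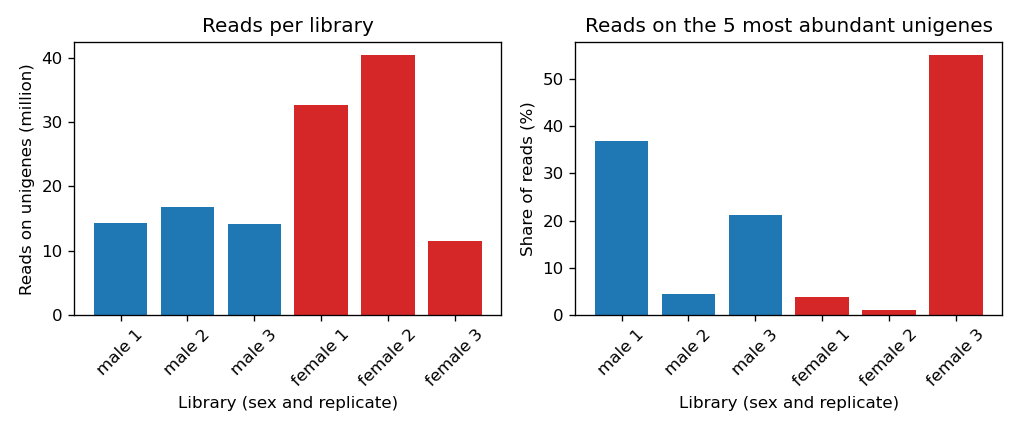
Left, reads counted on unigenes (M) in each of the 6 libraries; right, the share of those reads (%) on the 5 unigenes with the most reads. Bars are single libraries, 3 male and 3 female; female replicate 3 has the fewest reads (11467832) and the highest share on 5 unigenes (54.9%).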

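The unigenes in the deposited table were between 286 and 23196 bp long, with a median of 682 bp and a mean of 1044 bp. The N50 recomputed from these lengths was 1463 bp.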

A total of 56,065 unigenes was assembled with an average length of 1,044 bp and N50 of 1,463 bp. 

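Of the unigenes in the deposited table, 37866 (67.5%) were longer than 500 bp, and these held 87.6% of the assembled bases.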

The number of unigenes with over 500 bp was 86.46% (Figure S1).

These unigenes were annotated against the *Arabidopsis* protein database (TAIR 10) and 24,567 (43.82%) were matched. 

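The deposited table gives the best match of each unigene in the SwissProt and NR protein databases. A SwissProt match was listed for 20038 unigenes (35.7%) and an NR match for 27223 (48.6%). Gene names of unigenes here come from these matches or from Tables S1 to S8, so that they are names of homologs in other species.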

Based on the GO annotations, 21,806 (88.76%) unigenes were assigned to three main categories (cellular component, molecular function, and biological process) and categorized into 29 sub-groups, including “response to abiotic or biotic stimulus,” “response to stress,” “signal transduction,” “developmental processes,” and “transport” (Figure S2). Meanwhile, 8,638 (35.16%) annotated unigenes were subjected to KEGG pathway analysis. They were found to be predominantly involved in the metabolic pathway, biosynthesis of secondary metabolites, ubiquitin-mediated proteolysis, plant hormone signal transduction, and the cell cycle (Figure S3).

### Analysis of differentially expressed genes

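With the replicates as the unit of the test, 499 of the unigenes tested were called DEGs, and 3862 (13.2%) had an unadjusted p under 0.05. DESeq2, run on the counts without edgeR's expression filter, moved this number most and called 1766, among them 498 of the 499. With no filter, edgeR's quasi-likelihood test called 802. The number was 297 without female replicate 1, 269 without female replicate 2 and 970 without female replicate 3, and between 363 and 737 with any male replicate left out. In 5699 unigenes (19.4%), the values of all 3 samples of one sex lay above those of the other, where chance gives 10%, and on RPKM as deposited, a setting chosen after seeing the data, the share was 4.74%. Table S2 lists a mean RPKM per sex for each DEG of the paper, and for all 812 unigenes both means equalled the mean of the 3 deposited RPKM columns to within a relative difference of 0.001. In 47 of them a female mean of 0 was written as 1e-05. Of the 812 unigenes, 794 passed the expression filter, and 793 of these changed in the direction that Table S2 gives. Called over all unigenes tested were 245, and adjusted over the list alone 494, which is not independent evidence because the study chose the list on these samples. DESeq2 called 392 of them. Fisher's exact test on the group means of RPKM, which takes no account of the spread between replicates, called all 812 and 187 others. In 476 of the 812, chosen by the study on these samples, the sexes did not overlap in TMM-scaled CPM (290 male and 186 female DEGs), and in 344 on RPKM as deposited (298 and 46). Table S2 gives an Arabidopsis identifier for 608 unigenes, which name 507 different identifiers.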

According to DEG analysis, 812 DEGs existed between males and females, 608 of which homologously corresponded to unique AGIs (Table S2). A total of 310 and 298 DEGs showed significant expression in male and female flowers, respectively. 

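Of the DEGs called with replicates, 457 were higher in male and 42 in female flowers, so that 8.42% were higher in female flowers. With DESeq2 the share was 37.7% (1100 and 666), and with female replicate 3 left out it was 30.1% (678 and 292). The number higher in female flowers fell to 6 without male replicate 2 or male replicate 3, 12 without female replicate 1 and 8 without female replicate 2. The number higher in male flowers was 285 without female replicate 1 and 261 without female replicate 2. At an unadjusted p under 0.05, 1686 unigenes were higher in male and 2176 in female flowers. The male DEGs of Table S2 had a median log2 difference of 5.28, and 219 of the 374 tested were called (288 adjusted over the list alone, 289 at an unadjusted p under 0.05). The median stayed at 5.28 with the 40 of them that had no female read set at their lower bound. The female DEGs of Table S2 had a median of -1.63, and 26 of the 420 tested were called (175 adjusted over the list alone, 254 at an unadjusted p under 0.05). Between 3 and 84 of these female DEGs were called with each library left out in turn: 3 without male replicate 2 or male replicate 3, 10 without female replicate 1, 6 without female replicate 2 and 84 without female replicate 3.

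**Figure D2:**
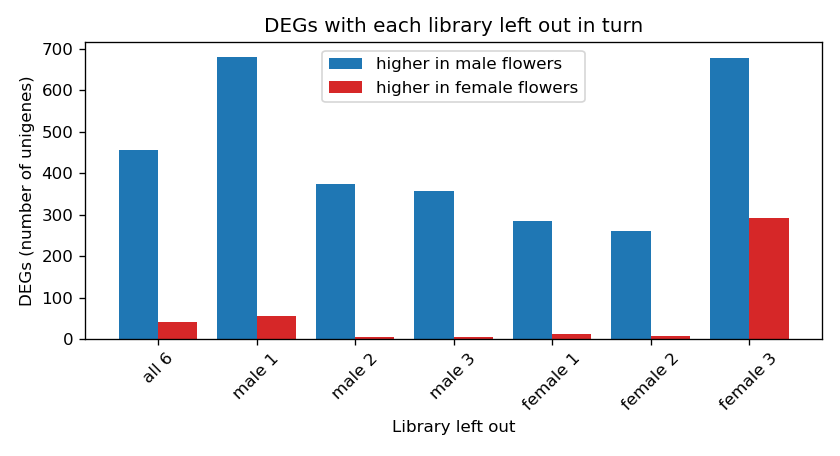
Number of DEGs (y axis, unigenes) higher in male and in female flowers with all 6 libraries and with each library left out (x axis). Bars are counts from edgeR's quasi-likelihood test; those higher in female flowers rise from 42 to 292 when female replicate 3 is left out.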

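For unigenes without a read in 1 sex, the fold given is a lower bound against a floor of 3 reads over the group, which covers counting error only. Galactose oxidase (contig_36530) had 383 ± 87.3 CPM (SD, n = 3) in male flowers and no read in female flowers, and was at least 17080-fold higher in male flowers. A polygalacturonase (contig_36616) was at least 5142-fold, an unigene matching a hypothetical protein of Ricinus (contig_36522) at least 5611-fold and inositol transporter 4 (contig_36539) at least 4450-fold higher. A putative pectinesterase (contig_13939) had 2 female reads and a ratio of 32470, with a 95% counting interval from 8988 to 268200. The 5 were taken by the log2 difference of the fit and not by read ratio. An exopolygalacturonase outside them (contig_36496) had a larger read ratio, 34260. These 5 male unigenes had adjusted p values from 3.50e-04 to 6.92e-04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and were called with any library left out, over a range from 1.06e-48 to 0.00479 across their alternatives. For male flowers at stage 7 the paper describes stamen primordia, with locules and pollen at later stages. Later anther stages among the male buds stay open for these unigenes. In female flowers, a probable N-acetyltransferase HLS1-like (contig_18096) had 21.4 ± 6.57 CPM (SD, n = 3), no male read and a level at least 352-fold higher (adjusted p = 0.00170, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called with any library left out. Valine N-monooxygenase 1 (contig_9365) had 2 male reads, and 112, 65.2 and 7.13 CPM in female replicates 1, 2 and 3. Its female to male ratio over pooled reads was 1943. The 95% counting interval from 538 to 16050 leaves out the spread between replicates. Its adjusted p was 0.0117 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without male replicate 2 (0.0611) or male replicate 3 (0.0688). Over its alternatives, its adjusted p ran from 4.20e-12 to 0.0688. Endoglucanase 9 (contig_3101) had a log2 difference of -5.87 (SE 0.67, adjusted p = 0.00391, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called with any library left out. Auxin-binding protein ABP19a (contig_13268) had -5.08 (SE 0.79, adjusted p = 0.0181, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called without male replicate 3 (0.118) or female replicate 2 (0.0634), over a range from 3.76e-09 to 0.118. An unigene matching a hypothetical protein of Populus (contig_787) had -4.86 (SE 0.84, adjusted p = 0.0306, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called in 1 of the 6 fits with a library left out, that without female replicate 3, where its adjusted p was 0.0176 (range 4.09e-09 to 0.178 over its alternatives). Without any other library its adjusted p was between 0.0585 and 0.178.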

To validate the DEG expression patterns, 10 transcripts were selected for qRT-PCR (Figure S4). 

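The 10 unigenes of Table S1 chosen for qRT-PCR all changed in the sequencing data in the direction of Table S2, while edgeR's quasi-likelihood test called none of them. At an unadjusted p under 0.05 there were 5, adjusted over the list alone 4 and with DESeq2 3. The paper chose these unigenes from DEGs of the same samples. With male replicate 1 left out 1 was called, with female replicate 3 left out 2, and with the replicate number as a block 1. The unigene named RBCL (contig_317), for the large subunit of rubisco, is 16414 bp long. Its values count reads over that whole length and may not be those of RBCL alone. It had 2419, 214.4 and 171 CPM in male replicates 1, 2 and 3. In female replicates 1, 2 and 3 it had 67.5, 25.8 and 1292 CPM. Its log2 difference was 1.02 (SE 1.54, adjusted p = 0.810, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was -1.18 without male replicate 1 and 4.44 without female replicate 3. The reference gene RPL19b (contig_2793) had 324 ± 95.9 CPM (SD, n = 3) in male and 235 ± 30.9 CPM (SD, n = 3) in female flowers, a log2 difference of 0.47 (SE 0.41, adjusted p = 0.661, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that was not larger than the spread between replicates.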

The results showed consistent expression in the qRT-PCR and DEG data.

GO enrichment analysis was performed to reveal significant GO terms classified under three categories (Table 1, Table S3). In the biological process, “Carbohydrate metabolic process” and “Catabolic process” were enriched in both male and female flowers. More GO terms were exclusively enriched in females, including “Response to hormone,” “Response to jasmonic acid,” “Jasmonic acid biosynthetic process,” “Epidermal cell fate specification,” and “Strigolactone biosynthetic process.” 

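Table S3 lists the DEGs behind each term, and the terms reported here are those whose lists are complete in the copy used. The 3 unigenes of "Epidermal cell fate specification" had log2 differences from -2.13 to -1.58, and none was called, against 3 at an unadjusted p under 0.05, 3 adjusted over the list alone and 1 with DESeq2. Without female replicate 3, 2 of them were called. The 3 unigenes of "Strigolactone biosynthetic process" had a median log2 difference of -3.50 (-4.04 to -2.28), and 2 were called, with adjusted p values from 0.0231 to 0.353 over the 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 3 was called when any library other than female replicate 3 was left out, 1 was called with the replicate number as a block, and none with limma on log2(RPKM + 1).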

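Table S3 lists 12 DEGs annotated with polygalacturonase activity, an enzyme activity that breaks down pectin. Mean expression of these 12 unigenes in male flowers was between 44.5 and 593 CPM, and in all 12 the male samples lay above the female samples. Chance gives 10% for unigenes not chosen by their difference, while the study chose these 12 as DEGs on the same samples. Called over all unigenes tested were 10, adjusted over the list alone 12 and with DESeq2 11, and 10 or 11 were called with each library left out. For 3 of them no female read was counted, which gives lower bounds from 12.24 to 12.33 on the log2 scale, and 2 had 1 female read each, with male to female ratios of 34260 (95% counting interval 6147 to 1353000) and 21680 (3890 to 856400). The lowest log2 difference was 1.51, in a unigene with 208 CPM in female flowers, and the median was 11.51 with the 3 at their bounds. Members of this family are similar to each other, and how reads shared between them were counted is not known.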

Regarding molecular function, “Oxidoreductase activity” and “Hydrolase activity” appeared in the two sexes, while “Polygalacturonase activity” was enriched in males and “Transcription factor activity” was significantly abundant in females. The enriched GO terms for cellular components in males and females were “Vacuole” and “Spliceosomal complex,” respectively. In addition, an overview MapMan analysis showed that most of the different sexual genes were involved in hormone metabolism, development, stress, cell wall, transport, stress, and signaling (Table S4). 

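The 7 unigenes listed under "Spliceosomal complex" in Table S3 had log2 differences from -1.47 to -0.91, with a median of -1.16. All 7 had an unadjusted p under 0.05 and 6 passed adjusted over the list alone, while none was called over all unigenes tested or with DESeq2, with adjusted p values from 0.201 to 0.367 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No library left out changed this.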

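Table S3 lists 4 unigenes under the JA biosynthetic process, the 3 LOX2 unigenes and LOX3. Their median log2 difference was -2.44, and none was called, against 3 at an unadjusted p under 0.05, 3 adjusted over the list alone and 3 with DESeq2. Without female replicate 3, 1 was called.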

In the hormone category, jasmonic acid (JA) synthesis genes were significantly expressed in female flowers, which was consistent with the GO enrichment analysis. Interestingly, the genes for photosynthesis, the Calvin cycle, minor CHO metabolism, and glycolysis related genes were specifically expressed in male flowers, which may facilitate stamen development.

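Table S4 assigns 11 DEGs to photosynthesis and the Calvin cycle, of which 9 match genes of the plastid genome and 2 nuclear genes. Their log2 differences ran from 0.69 to 1.73 with a median of 1.29. None of the 11 was called by edgeR's quasi-likelihood test or DESeq2, and none had an unadjusted p under 0.05. In all 11 the highest value was that of male replicate 1, which held over 66.7% of the male RPKM in 9 of them. Female replicate 3 lay above male replicates 2 and 3 in 10 of them in TMM-scaled CPM and in 8 in RPKM. In none were the sexes separated. On lists taken from the annotations, 31 plastid-encoded unigenes had a median of 0.91 (25 higher in male flowers) and 56 nuclear photosynthesis unigenes a median of 0.22 (38 higher in male flowers). The camera test gave adjusted p values over 8 lists of 0.0496 and 0.0281, which ranged over the alternatives from 1.30e-12 to 0.874 and from 3.23e-12 to 0.874. For the plastid-encoded list the adjusted p was 0.853 with the direction reversed without male replicate 1, 0.572 without female replicate 1 and 0.427 without female replicate 2. For the nuclear list it was 0.135, 0.773 and 0.335 without these libraries. Of 8 lists tested with camera at a preset correlation of 0.01, the mature pollen list alone held under fry or with an estimated correlation. The 8 unigenes of minor CHO metabolism in Table S4 ran from -2.31 to 14.25 on the log2 scale with a median of 1.20, 4 of them higher in male and 4 in female flowers as in Table S2, and 3 were called (5 adjusted over the list alone, 5 with DESeq2). All 3 unigenes of glycolysis were called and higher in male flowers (log2 from 2.00 to 8.85), with 2 called without male replicate 1, 1 without male replicate 2, male replicate 3, female replicate 1 or female replicate 2, and 1 with limma. From this group of genes the paper proposes that they may facilitate stamen development.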

**Table 1:** GO ontology (GO) enrichment analysis of DEGs between male and female flowers.

**GO term**	**Ontology**	**Description**	**Male**			**Female**		
			**No**.	***P*-value**	**FDR**	**No**.	***P*-value**	**FDR**
GO:0005975	P	Carbohydrate metabolic process	59	0.000000	0.000000	35	0.000050	0.001185
GO:0009607	P	Response to biotic stimulus	18	–	–	42	0.000000	0.000019
GO:0009056	P	Catabolic process	45	0.000002	0.000153	38	0.000183	0.003038
GO:0009725	P	Response to hormone	28	–	–	38	0.000328	0.004631
GO:0009753	P	Response to jasmonic acid	3	–	–	10	0.002011	0.019786
GO:0009695	P	Jasmonic acid biosynthetic process	–	–	–	4	0.002427	0.023024
GO:0009694	P	Jasmonic acid biosynthetic process	1	–	–	4	0.004073	0.035357
GO:0007568	P	Aging	6	0.049887	–	8	0.003845	0.034045
GO:0010160	P	Formation of organ boundary	–	–	–	3	0.001099	0.012160
GO:0006952	P	Defense response	17	–	–	39	0.000963	0.011125
GO:0009957	P	Epidermal cell fate specification	–	–	–	3	0.000282	0.004109
GO:0042221	P	Response to chemical	53	0.021312	–	58	0.000698	0.008823
GO:1901601	P	Strigolactone biosynthetic process	–	–	–	3	0.000007	0.000261
GO:0006397	P	mRNA processing	–	–	–	13	0.001069	0.012160
GO:0016491	F	Oxidoreductase activity	38	0.002021	0.020992	39	0.000603	0.009313
GO:0016787	F	Hydrolase activity	79	0.000068	0.001726	81	0.000006	0.000237
GO:0004650	F	Polygalacturonase activity	12	0.000000	0.000000	–	–	–
GO:0001071	F	Nucleic acid binding transcription factor activity	8	–	–	28	0.006080	0.047786
GO:0005576	C	Extracellular region	107	0.000000	0.000000	68	0.000000	0.000000
GO:0071944	C	Cell periphery	104	0.000001	0.000035	82	0.017700	–
GO:0005773	C	Vacuole	30	0.001278	0.017167	14	–	–
GO:0005681	C	Spliceosomal complex	–	–	–	7	0.000475	0.006126

*P, biological processes; F, molecular function; C, cellular component*.

### Sexual genes related to phytohormone, transcription factors, and meristem in females

Based on GO enrichment and MapMan analyses, we identified 66 DEGs involved in “Response to hormones,” among which 38 were significantly enriched in female flowers (Table 1, Table S5). These genes that were up-regulated in female flowers encode the *ATP binding cassette subfamily B19, HVA22C, GA3ox2, PIN-LIKE3*, and *LOX2*. These genes are involved in plant organ growth, abscisic acid (ABA) response, gibberellin degradation, auxin transport, and JA synthesis. 

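Table S5 lists 38 DEGs of the response to hormones, and all 38 were higher in female flowers, with a median log2 difference of -1.68 (-5.08 to -0.12). Over all unigenes tested 4 were called, against 19 at an unadjusted p under 0.05 and 10 with DESeq2. Adjusted over the list alone 12 were called, on a list that the study chose on these samples. With the replicate number as a block 2 were called. With libraries left out, 8 were called without female replicate 3, 2 without female replicate 1, 1 without male replicate 2 and 0 without female replicate 2 or male replicate 3. In 15 of the 38, all female samples lay above all male samples in TMM-scaled CPM, and in 7 on RPKM as deposited. Chance gives 10% over both directions, while the study chose the list on these samples. In 12 of the 38 female replicate 1 had the highest value.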

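ABCB19 (contig_9627) had 14.1 ± 5.94 CPM (SD, n = 3) in male and 37.2 ± 6.67 CPM (SD, n = 3) in female flowers, a log2 difference of -1.41 (SE 0.40, adjusted p = 0.198, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HVA22C (contig_5136) had 3.05 ± 1.30 and 14.2 ± 2.79 CPM (SD, n = 3 each), a difference of -2.23 (SE 0.42, adjusted p = 0.0457, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with all libraries, and not without male replicate 2 (0.227), male replicate 3 (0.235), female replicate 1 (0.151) or female replicate 2 (0.210), nor with the replicate block (0.0586), over a range from 8.39e-04 to 1 across its alternatives. GA3ox2 (contig_1524) had 2.68 ± 1.08 and 26.5 ± 13.1 CPM (SD, n = 3 each), a difference of -3.29 (SE 0.55, adjusted p = 0.0246, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called, and not without male replicate 1 (0.0799), male replicate 2 (0.162), male replicate 3 (0.0890) or female replicate 2 (0.0969), over a range from 6.50e-06 to 0.162. PIN-LIKES 3 (contig_21948) had 14.7 ± 8.29 and 23.9 ± 10.8 CPM (SD, n = 3 each), and its difference of -0.71 (SE 0.53, adjusted p = 0.602, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not larger than the spread between replicates.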

Meanwhile, the GO terms for “Response to jasmonic acid,” “Jasmonic acid biosynthetic process,” and “Jasmonic acid metabolic process” were also significantly enriched in females (Table 1, Table S6). 

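The 14 unigenes of Table S6 were all higher in female flowers, with a median log2 difference of -1.71 (-3.51 to -0.70). None was called by edgeR's quasi-likelihood test, while 7 had an unadjusted p under 0.05, 4 were called by DESeq2 and 5 were called adjusted over the list alone. Without female replicate 3, 3 of the 14 were called. The lowest adjusted p was 0.0996 and the highest 0.721 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 10 unigenes under "Response to jasmonic acid" in Table S3 gave 0 calls, 7 at an unadjusted p under 0.05, 7 adjusted over the list alone and 4 with DESeq2, and 3 without female replicate 3. Lists of known JA genes, taken from the annotations, covered more steps of the pathway. The 20 unigenes of JA biosynthesis (16 higher in female flowers) had a median of -0.23, and the camera test gave an adjusted p of 0.102. Over the alternatives it ran from 0.0246 to 0.907, and it was 0.0360 without female replicate 2. The 36 unigenes of JA response were split evenly (18 higher in each sex), with a median of 0.00, a test direction towards female flowers and an adjusted p of 0.546 (0.337 to 0.979 over the alternatives).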

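The annotations name 3 LOX2 unigenes, each matching a linoleate 13S-lipoxygenase, among the DEGs of the paper. Contig_214 had 131 ± 33.8 CPM (SD, n = 3) in male and 617 ± 243 CPM (SD, n = 3) in female flowers, a log2 difference of -2.23 (SE 0.50, adjusted p = 0.0996, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Contig_1628 had 43.8 ± 32.99 and 499 ± 154 CPM (SD, n = 3 each), a difference of -3.51 (SE 0.85, adjusted p = 0.126, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Contig_390 had 114 ± 46.8 and 712 ± 364 CPM (SD, n = 3 each), a difference of -2.64 (SE 0.60, adjusted p = 0.100, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every female sample lay above every male sample in all 3 in TMM-scaled CPM, and in contig_1628 alone on RPKM as deposited. None was called with all libraries. Contig_214 was called without female replicate 3 (0.0320, over a range from 3.14e-04 to 0.428), and all 3 were called by DESeq2, contig_1628 and contig_390 at 3.96e-04 and 3.03e-04, within ranges from 3.96e-04 to 0.396 and from 3.03e-04 to 0.409. Contig_1628 was also called by limma at each pseudocount, and contig_1628 and contig_390 without TMM scaling. How reads shared between these similar unigenes were counted is not known. LOX3 (contig_8954) had 34.3, 68.8 and 46.6 CPM in male replicates 1, 2 and 3 and 185, 33.2 and 24.9 CPM in female replicates 1, 2 and 3. Its difference of -0.70 (SE 0.75, adjusted p = 0.721, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) rested on female replicate 1 and was 0.76 without it.

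**Figure D3:**
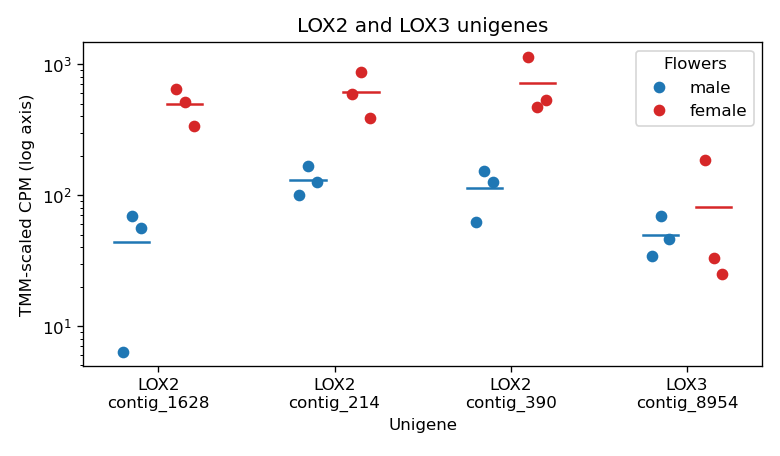
TMM-scaled CPM (y axis, log scale) of the 3 LOX2 unigenes and LOX3 (x axis). Points are single libraries (3 male, 3 female) and short lines the means of each sex; the female points lie above the male points for LOX2, while for LOX3 only female replicate 1 (185 CPM) does.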

*Lipoxygenase 2* (*LOX2*) and *Lipoxygenase 3* (*LOX3*) in JA synthesis were up-regulated in females. Moreover, some genes, including *GL3, MYB73*, and *PDR12*, respond to JA signaling, indicating that JA plays vital roles in female flower development.

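Of the 3 GL3 unigenes, contig_9455 had 10.1 ± 1.08 CPM (SD, n = 3) in male and 43.8 ± 24.1 CPM (SD, n = 3) in female flowers, a log2 difference of -2.13 (SE 0.48, adjusted p = 0.100, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called by DESeq2 (0.00895) and without female replicate 3 (0.00663), over a range from 0.00663 to 1. Contig_3975 (-1.58) had an adjusted p of 0.298 with all libraries and 0.0356 without female replicate 3 (range 0.0356 to 1), and contig_8322 (-1.77) had 0.310 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The MYB73 unigenes contig_9777 and contig_5639 had differences of -0.999 and -1.36 (SE 0.72 and 0.68), with the male and female samples overlapping. PDR12 (contig_11332) had 9.92 ± 3.69 and 31.0 ± 18.5 CPM (SD, n = 3 each), a difference of -1.65 (SE 0.51, adjusted p = 0.235, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the DEGs of JA synthesis and of JA response, the paper concludes that JA plays vital roles in female flower development.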

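The female transcription factors of Table S7 were all higher in female flowers in these counts, with a median log2 difference of -1.61 (-3.80 to -0.12). With replicates in the test 1 was called, BEE1, against 12 at an unadjusted p under 0.05, 4 with DESeq2 and 3 adjusted over the list alone, on a list that the study chose on these samples. Without female replicate 3, 5 were called, and 0 without male replicate 2, female replicate 1 or female replicate 2. In 5 of the 28 all female samples lay above all male samples, and in 14 the highest value was that of female replicate 1.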

In this study, 28 genes related to transcription factors (TFs) were significantly expressed in females (Table S7). These TFs were nucleic acid binding transcription factors, including basic helix-loop-helix (bHLH) family proteins (*BR enhanced expression 1, BHLH96*, and *GL3*), MYB domain proteins (*MYB3* and *MYB73*), WRKY DNA-binding proteins (*WRKY33, WRKY46, WRKY53*, and *WRKY60*) and other genes that respond to JA signaling and carpel development. However, eight TFs highly expressed in males were *AP3, Late elongated hypocotyl 1* (*LHY1*), *WLIM1, NAC025*, and *ATRL6*, which predominantly participate in stamen and pollen development.

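BEE1 (contig_11417) had 0.713 ± 0.396 CPM (SD, n = 3) in male and 9.85 ± 4.10 CPM (SD, n = 3) in female flowers, a log2 difference of -3.80 (SE 0.58, adjusted p = 0.0164, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called, and not without male replicate 2 (0.117), female replicate 1 (0.0681) or female replicate 2 (0.0706), over a range from 2.44e-07 to 0.1498, and not by limma. BHLH96 (contig_5155) had 4.86 ± 5.17 and 46.4 ± 32.7 CPM (SD, n = 3 each), a difference of -3.28 (SE 0.92, adjusted p = 0.193, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called by DESeq2, by limma on log2(RPKM + 5) and without TMM scaling. MYB3 (contig_20472) had a difference of -1.12 (SE 0.82) with overlapping samples. WRKY33, WRKY46, WRKY53 and WRKY60 (contig_8781, contig_20328, contig_19893 and contig_22282) had 78.7, 76.9, 40.5 and 30.2 CPM in female replicate 1, and at most 16.7 CPM in any other library. Their log2 differences of -2.05, -2.77, -2.94 and -1.64 became -0.51, 0.09, 0.78 and 0.71 without female replicate 1.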

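The 8 male transcription factors of Table S7 had a median log2 difference of 2.42 (1.40 to 5.66), and all 8 had an unadjusted p under 0.05. Over all unigenes tested 1 was called, with DESeq2 5 and adjusted over the list alone 8. With the replicate number as a block 3 were called, without male replicate 1 there were 2 and without female replicate 3 there were 4. NAC025 (contig_4699) had 25.6 ± 10.0 CPM (SD, n = 3) in male and 2.60 ± 2.50 CPM (SD, n = 3) in female flowers, a difference of 3.52 (SE 0.71, adjusted p = 0.0631, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called without female replicate 3 (0.00374) and with the block (0.0360), over a range from 5.06e-05 to 0.216. LHY (contig_11402) had 297 CPM in male replicate 1 and 34.5 and 29.3 CPM in the other 2 male samples, and its difference of 2.33 was 0.56 without male replicate 1. The WLIM1 unigenes contig_9284, contig_29371 and contig_9283 had differences of 2.09, 4.47 and 1.55. Contig_9284 was called without female replicate 3 (0.0304, range 0.0304 to 0.634), as was contig_29371 (0.00233), which was also called with the block (0.0256), over a range from 4.14e-04 to 0.389. ATRL6 (contig_22425) had a difference of 2.52 (SE 0.60, adjusted p = 0.120, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called without male replicate 1 (0.0140, range 0.00321 to 0.988).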

Compared with male flowers at stage 7, morphological divergence in females consisted of the continuous differentiation of the central dome into the gynoecium, which meant that some genes associated with the floral meristem were specifically expressed in females (Table S8). 

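The 8 unigenes of Table S8 were all higher in female flowers, with a median log2 difference of -1.18 (-2.11 to -0.92). None was called by edgeR's quasi-likelihood test or DESeq2, none was called adjusted over the list alone, and 4 had an unadjusted p under 0.05. Adjusted p values lay between 0.250 and 0.564 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no library left out gave a call. In 3 of the 8 the female samples lay above the male samples.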

The four genes *Chromatin remodeling complex subunit R 3* (*CHR3/SYD*), *Argonaute 10* (*AGO10*), *PRP39*, and *Enhanced downy mildew 2* (*EDM2*) are involved in the GO terms of organ boundary specification between lateral organs and the meristem, regulation of timing in meristematic phase transition, regulation of meristem development, and embryonic meristem initiation.

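The SYD unigenes contig_3775 and First_Contig117 had 5.23 ± 4.25 and 21.7 ± 15.0 CPM (SD, n = 3) in male and 10.5 ± 4.08 and 55.8 ± 11.3 CPM (SD, n = 3) in female flowers, with log2 differences of -1.02 (SE 0.68) and -1.36 (SE 0.63). AGO10 (contig_11980) had 35.6 ± 17.8 and 81.9 ± 47.4 CPM (SD, n = 3 each), a difference of -1.21 (SE 0.57, adjusted p = 0.413, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called. The PRP39 unigenes contig_18045 and contig_13539 had differences of -1.16 (SE 0.44) and -1.03 (SE 0.35). EDM2 (contig_11615) had 1.04 ± 0.672 and 4.42 ± 2.96 CPM (SD, n = 3 each), a difference of -2.11 (SE 0.75, adjusted p = 0.297, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The male and female samples overlapped for contig_3775, AGO10, contig_18045 and EDM2. AP1 (contig_6963), which Table S8 also lists, had a difference of -0.92 (SE 0.41).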

## Discussion

We observed that the differentiation of inflorescences occurred between July and August in the current growing season in Hefei, which is different from the period between May 10 and October 1 reported in previous studies in Florida (Abbott, 1929). The variation in differentiation time may depend on the nutrition level, cultivation, and environmental conditions. For example, high soil moisture can delay the differentiation of inflorescences (Abbott, 1929). The development of inflorescences started from July and lasted until April of the following year (Figure 1). Similarly, this long period of inflorescence bud development can be seen in many species, such as pistachio (*Pistacia vera*), Chinese ixora (*Ixora chinensis*), and apples (*Malus domestica*) (Golan-Goldhirsh et al., 1998; Chen et al., 2003; Foster et al., 2003). Although both *V. fordii* and *Jatropha curcas* belong to the Euphorbiaceae family, the period of inflorescence differentiation for *J. curcas* is ~1 month (Alam et al., 2011), indicating that each species has its own pattern for inflorescence differentiation. *V. fordii* inflorescences are cymose panicles that branch dichotomously or trichotomously on the terminal shoot, showing a type of definite inflorescence. Typically, female flowers are located at the center of the main or secondary axes, which are closed in many male flowers. This facilitates self-pollination and the generation of homozygous progeny for several successive generations, which could further assist cultivar improvement and genetic study (Potter, 1959).

Histological and SEM analyses showed that the first divergence of sexual differences emerged at stage 7 and from Figures 3A, 4A, we could demonstrate that the meristematic size in females (ca. 200 um in length) is larger than that of in male flowers (ca. 70 um in length). We postulated that some genes could directly regulate proper flower development and meristematic activity. MADS-box TFs are required for floral organ identity specification (Krizek and Fletcher, 2005). According to the classical ABC model, class B, and class C genes collectively define stamens identity; class C genes alone determine formation of carpels (Coen and Meyerowitz, 1991; Weigel and Meyerowitz, 1994). As expected in DEGs libraries, the class B gene (*AP3*) in *V. forii* was significantly increased in male flowers, which was consistent with the more expresson of *S. latifolia SLM3* (an *AP3* homolog) in male flowers than female flowers (Lebel-Hardenack and Grant, 1997). 

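AP3 (contig_8986) had 223 ± 94.04 CPM (SD, n = 3) in male and 84.3 ± 22.6 CPM (SD, n = 3) in female flowers. All male samples lay above all female samples in TMM-scaled CPM, while the sexes overlapped on RPKM as deposited, and the log2 difference was 1.40 (SE 0.45, adjusted p = 0.259, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that it was not called. With each library left out the difference stayed between 1.18 and 1.83. The other class B unigene tested, contig_564, matches DEFICIENS and had a difference of 1.20 (SE 0.41, adjusted p = 0.282, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Reads shared between these similar unigenes could not be separated here.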

And the class C gene (*Agamous*) in *V. fordii* has similar expression in both male and female flowers. 

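The unigene annotated as AGAMOUS (contig_11098) had 28.8 ± 0.492 CPM (SD, n = 3) in male and 23.4 ± 4.11 CPM (SD, n = 3) in female flowers, a log2 difference of 0.29 (SE 0.27, adjusted p = 0.678, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was between 0.27 and 0.44 with each library left out and -0.15 without TMM scaling. The 12 unigenes annotated as AGAMOUS or AGAMOUS-like were between -0.92 and 1.91, and none was called.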

The SAM niche comprises undifferentiated and dividing stem cells that maintain the plant meristem and can differentiate to form new organs (Galli and Gallavotti, 2016). Combined with transcriptomic data, two genes (*SYD* and *AGO10*) related to SAM fate, were up-regulated in female flowers. *SYD*, which encodes a SWI2/SNF2 ATPase in the SNF2 subclass, regulates the SAM identity with *LEAFY* as well as the development of the proper carpel and ovule (Wagner and Meyerowitz, 2002). *SYD* is recruited to the *WUSCHEL* promoter and is involved in *CLAVATAL-WUSCHEL* feedback loop signaling, which coordinates SAM cell maintenance, differentiation, and proliferation (Kwon et al., 2005; Somssich et al., 2016). There is another signaling pathway in which the SAM is positively regulated by *AGO10*, along with *WUSCHEL* and *CLAVATA* genes. AGO10 maintains stem cell homeostasis in SAM and specifically binds to miR166/165, repressing its incorporation into AGO1 complexes (Zhu et al., 2011; Yu et al., 2017). Therefore, the meristem-related genes *SYD* and *AGO10* could be considered as candidate regulators of sex determination in *V. fordii*.

Next, we focused on the exact morphological and cellular changes in the staminode of female flowers with a detailed histological analysis (Figure 6). The data indicated that at an early stage, the staminode continued to differentiate into the anthers with a bilobal stage and the development of short, non-elongated filaments. In stage 10, the sporogenous cell underwent mitosis, forming microspore mother cells with great bulk, large nuclei, and dense cytoplasm. Subsequently, the anthers degenerated and the microspore mother cells did not differentiate into microspores through meiosis at the floral stage 10, which was recognized as the pre-meiosis stage. Similarly, the arrest of the staminodes can occur at any stage of development in other diclinous species, such as, at the initiation of the stamen primordia in *P. dactylifera* (Daher et al., 2010), at the early stages of anther primordia development in *C. sativus* (Hao et al., 2003), with the development of sterile microspores in *V. vinifera* (Caporali et al., 2003), and at the early sporogenous stage in *S. latifolia* (Farbos et al., 1997). There are two predominant developmental processes for inappropriate sex organ arrest in unisexual flowers: cell cycle block and cell death (Diggle et al., 2011). Developmental studies revealed that the arrest of staminodes in *V. fordii* female flowers resulted from cell death, as detected by DAPI and TUNEL assays, at stage 11 of flower development (Figure 7). In maize, pistil abortion in the tassel and secondary ear is associated with cell death mediated by *Tasselseed1* and *tasselseed2*, whereas stamen arrest in ear spikelets is involved in cell cycle block (Calderon-Urrea and Dellaporta, 1999; Kim et al., 2007). In *P. dactylifera*, the abortion of sterile sex organs (staminodes and pistillodes) is related to cell cycle arrest with nuclear integrity (Daher et al., 2010). Thus, a great variety of developmental arrest stages and processes suggest that each species has independent genetic mechanisms that control inappropriate sex organs under unisexual flower development. However, the genetic mechanisms underlying the developmental abortion of the staminode in *V. fordii* remain to be determined.

Phytohormones play important roles in flower development, especially in sex determination (Tanurdzic and Banks, 2004). Comparative transcriptome analysis showed that the expression of some genes involved in auxin, cytokinin, ethylene, gibberellin, and ABA biosynthesis was significantly changed. However, GO term enrichment demonstrated that some DEGs involved in JA biosynthesis were significantly enriched in female flowers, suggesting that JA could play crucial roles in the sex determination process in *V. fordii*. In *Arabidopsis, LOX2* is highly expressed in inflorescences and contributes to the majority of jasmonate synthesis (Bell and Mullet, 1993). *Lox3 lox4* double mutants display more inflorescence shoots and flowers with carpelloid and staminode structures (Caldelari et al., 2011), which suggests that JA is related to the termination of meristematic activity and affects sex determination. 

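Beside the LOX2 and LOX3 unigenes among the DEGs of the paper, 14 other unigenes annotated as lipoxygenases were tested. Their log2 differences lay between -0.94 and 0.40, 10 were higher in female flowers, and the lowest adjusted p was 0.604 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number higher in female flowers was 8 of 14 with the replicate number as a block and 12 of 14 without TMM scaling, and 5 of 16 without male replicate 1. None was called by edgeR's quasi-likelihood test, DESeq2, limma or Fisher's exact test on group means. JA itself was not measured in these libraries.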

In *V. fordii*, the homologs of these genes are all up-regulated in female flowers, implying that JA biosynthesis is higher in females than in males and JA plays essential roles in floral meristem activities that lead to the differentiation of gynoecium. As in tomato (*Lycopersicon esculentum*), *jasmonic acid*-*insensitive 1* (*jai1*) mutants defective in JA signaling exhibit a defect in the maternal process of seed production, which indicates that JA also plays an important role in female fertility (Li et al., 2004). However, JA is a positive regulator in the stamen development of the tassels in maize that alter sex determination. *Tasselseed1* mutants display pistil development of the primary and secondary florets in both ears as well as tassels with no stamen development and stamen development can be rescued by the application of exogenous JA (Irish et al., 1994; Acosta et al., 2009). The roles of JA in maize, *Arabidopsis* and tomato demonstrate that JA regulates distinct developmental processes in different species. We propose that JA triggers tissue- or cell-specific signaling to reprogram the differentiation of the gynoecium for the sexual dimorphism of female flowers in *V. fordii*. Meanwhile, transcriptomic analysis showed that some TF families response to JA signaling, including bHLH, WKRY and MYB, were identified in the DEGs between male and female flowers. *GLABRA3* (*GL3*) belongs to the bHLH TF family. *GL3* was up-regulated in female flowers and is involved in the JA response and cell fate (Yoshida et al., 2009). *MYB3* and *MYB73* were also up-regulated in female flowers. *MYB3* belongs to subgroup 4 of the R2R3-type MYB family (Stracke et al., 2001) and is strongly induced in stamens by JA treatment in *Arabidopsis* (Mandaokar et al., 2006), which is consistent with the higher JA concentration that leads to sexual dimorphism in *V. fordii. MYB73* belongs to subgroup 22 of the R2R3-type MYB family (Stracke et al., 2001) and the expression of *MYB73* is significantly decreased in *jasmonate resistant 1(jar1)* mutants, indicating that *MYB73* is involved in JA signaling (Jiao et al., 2011). These results suggest that female TFs are associated with JA that modulates sex determination in *V. fordii*.

In conclusion, the present study provides a detailed description of *V. fordii* floral morphogenesis and the formation of unisexual flowers. Based on transcriptomic analysis of male and female flowers in *V. fordii*, we can preliminarily understand the regulatory networks involved in sexual dimorphism. Some genes associated with the JA biosynthesis pathway and JA metabolic processes were significantly modified in female flowers. Additionally, a number of the TFs responded to JA signaling and triggered extensive transcriptional reprogramming on the floral meristem in *V. fordii*. These data provide deeper insights to study the processes of sex determination in *V. fordii*.

## Author contributions

YM and LW conceived and designed the experiments. YM and WBL performed the histological analysis. YM, XC, and YX performed the scanning electron microscopy. YM analyzed sequencing data. YM and LW wrote the manuscript and WLL, JH, JN, YW reviewed the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

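RNA from stage 7 flower buds was sequenced on the Illumina platform for 3 male and 3 female samples, and all 6 libraries were used. The authors removed adapters, short reads and low-quality reads, assembled the clean reads de novo and counted reads per unigene. The program that mapped and counted them is not given in the sources used here. The deposited table holds, for 56065 unigenes, the length, the best SwissProt and NR match, the reads in each library and RPKM values, and 7 lines without a unigene were left out. RPKM recomputed from reads, length and library total differed from the deposited values by at most 4.73e-08 in relative terms. All 12 columns of samples were used.

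Read counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The plan assumed RPKM with limma and named edgeR for the case of counts, which applied. Unigenes were filtered with filterByExpr, libraries were scaled by TMM, and male and female flowers were compared by the edgeR quasi-likelihood F test with a prior count of 0.125. The SE given with edgeR is the absolute log2 difference divided by the square root of F. A unigene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference of at least 1. TMM factors were 0.808, 1.37 and 0.880 for male replicates 1, 2 and 3 and 1.74, 1.86 and 0.319 for female replicates 1, 2 and 3. Effective totals ran from 3648171 reads in female replicate 3 to 73636463 in female replicate 2, which makes female replicate 3 the least precise for unigenes with few reads.

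On simulated data with 200 changed unigenes among 26950 tested, the edgeR test called 105 (52.5%) and made 7 false calls (6.25% of its calls). The shares called were 42% with limma, 65.5% with DESeq2 and 38% with Fisher's exact test on group means, with 8.7%, 26.4% and 77.3% of the calls false. The counts were drawn once from the distribution that edgeR assumes, with the dispersion trend of its own fit. Every library had the same dispersion, unlike the real libraries, so that these shares do not rank the methods on the real data. Deviations from the mean of the sex correlated for samples of the same number by 0.19, 0.12 and 0.35. For the other pairs they correlated by -0.30 to 0.15, and the 0.15 (male replicate 1 with female replicate 2) lay above 0.12. Whether the numbers pair the samples stays open, and the main fit used no block. The methods state that buds of both sexes were collected from the same plant.

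Lists of genes for 8 processes and a list of floral organ identity genes were made from annotations before the data were examined, and the 8 were tested with camera at a preset correlation of 0.01, adjusted over the 8 lists. Named unigenes were, by a rule set at the same time, those of Tables S1 to S8 for genes that the text names, the other qRT-PCR unigenes, AP1, all annotated AGAMOUS or lipoxygenase with a mean RPKM of at least 1, and the 5 with the largest difference in each direction among called unigenes whose samples did not overlap. The values of Tables S2 to S8 had been seen when the rule was written. The DEFICIENS unigene contig_564 and the WUSCHEL unigene contig_35309 fall outside the rule and were chosen after their values were seen. The lists of GO terms, minor CHO metabolism, glycolysis and other lipoxygenases were also added after the data were seen.

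Alternatives were no filter, a mean RPKM of at least 5, median-of-ratios scaling, no mean-variance trend, the replicate number as a block, limma on log2 RPKM with pseudocounts of 1, 0.1 and 5, DESeq2, no fold threshold, Fisher's exact test on group mean RPKM, adjustment over a list alone, each library left out, and for lists fry, an estimated correlation and unigenes outside Table S2. Library totals without TMM and separation on RPKM as deposited were chosen after seeing the data. The expression level of a list in a library is the mean over its unigenes of log2(CPM + 0.5), centred for each unigene. The 10 ways to divide the 6 libraries into 3 and 3 were also fitted. DEGseq was not run. Reads were not mapped again, and qRT-PCR measurements were not used here.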

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

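All tests of explanations in this part were chosen after the result was seen.

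A signal outside the unigenes that the paper discusses drew attention to 254 called unigenes that are not in Table S2, 238 of them higher in male and 16 in female flowers. Their higher sex had a median RPKM of 5.35, against 46.6 for Table S2, where the lowest was 12.0. For 191 of the 254 (75.2%, against 53.4% of all unigenes tested), Fisher's exact test on rounded group means could make no call even with an RPKM of 0 in the other sex, which is consistent with an RPKM too low for a test on group means. This does not explain the other 63, of which that test called 42. A threshold that makes calls on any grouping is argued against, since each of the 9 other divisions of the libraries gave 0 calls with edgeR. These divisions mix the sexes and so widen the spread, which lowers the number of calls. On simulated data 6.25% of calls were false, but those data follow edgeR's own model and cannot decide this for the real libraries. A biological difference between the sexes remains open and was not tested apart from these explanations.

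The WUSCHEL unigene contig_35309, whose expression the paper does not report, was higher in male flowers by 3.18 on the log2 scale (SE 0.47, adjusted p = 0.0135, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its CPM was 7.59, 14.6 and 7.05 in male replicates 1, 2 and 3 and 1.24, 0.910 and 1.10 in female replicates 1, 2 and 3. It was not called without male replicate 2 (0.0586), female replicate 1 (0.0654) or female replicate 2 (0.0969), with library totals and no TMM (0.298), or with limma at any of the 3 pseudocounts (0.575 to 0.601), over a range from 2.37e-07 to 0.601 across its alternatives. The difference was 2.92 with library totals and no TMM and at least 2.85 with each library left out, which argues against library scaling and 1 library carrying the mean as the source of the difference, although the call itself depended on both. Reads shared with the 7 unigenes annotated as WUSCHEL-related could not be told apart, because the mapping of shared reads is not known. The difference lies between the sexes, and whether its origin is biological was not tested. It is the 1 called unigene of the 37 tested on the floral list, and 10 divisions of the libraries are too few to exclude chance for any result (1 of 10 gave as many calls, the real one).

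Of the reads of female replicate 3, 54.9% were on 5 unigenes, which the paper does not discuss. The share over the 6 libraries followed the share of a unigene annotated as TAR1, a transcript antisense to ribosomal RNA, with Pearson's r = 0.999 on the log2 scale (exact permutation p = 0.00139, the smallest that 6 libraries can give), which is consistent with ribosomal RNA left in different amounts. It also followed the mitochondrion-encoded list (Spearman's rho = 0.943, exact permutation p = 0.0167), as organelle RNA carried over with it would give. The nuclear photosynthesis list followed it with the same rho (0.943, exact permutation p = 0.0167), which carry-over of organelle RNA does not account for, so that this explanation covers the organelle lists alone. Reads from a fungus could not be told apart, since 3 unigenes have a best match that names one and this does not show where the reads come from. No biological explanation was tested.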

How the results depend on the processing

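The settings without TMM and with RPKM as deposited were chosen after seeing the data, and the cause of the changes given here was not tested unless stated. Library depth limits unigenes with few reads, above all in female replicate 3. Median-of-ratios scaling and the absence of a fold threshold kept the numbers of DEGs at 499.

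With no filter, 802 DEGs were called (716 male, 86 female), 41 female DEGs of Table S2, 4 male transcription factors of Table S7, 2 unigenes of Table S1 and 2 of the floral list. The JA response list reversed (adjusted p = 0.452, camera), as did tapetum (0.645), the mitochondrion-encoded list passed (0.0277) and wounding did not (0.193). With a mean RPKM of at least 5, where fewer unigenes are tested, 287 DEGs (256 male) and 0 of the floral list were called, JA biosynthesis passed (0.0475), and nuclear photosynthesis (0.110) and the plastid-encoded list (0.0722) did not.

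With median-of-ratios scaling the plastid-encoded list had 0.0614 (camera). With no mean-variance trend it had 0.0618, and 17 female DEGs of Table S2 and 2 of Table S5 were called. With the replicate block, 2 of Table S5, 3 male factors of Table S7 and 1 of Table S1 were called, and wounding had 0.115. The block also lost 1 strigolactone unigene and HVA22C and gained a WLIM1 unigene and NAC025, and changed the call of no other named unigene or list test. It moved no other number of calls given here by over 1.5 times.

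With limma on log2(RPKM + 1), 326 DEGs (19 female), 17 female DEGs of Table S2, 2 of Table S5, 1 of Table S6, 0 female and 2 male factors of Table S7 and 0 of the floral list were called. JA biosynthesis (0.0246) and the mitochondrion-encoded list (0.0110) passed, and tapetum reversed (0.902). With log2(RPKM + 0.1) it was 325 DEGs (16 female), 15 female DEGs of Table S2, 2 of Table S5, 1 of Table S6, 0 and 2 of Table S7 and 0 of the floral list, with the mitochondrion-encoded list at 0.0320 and tapetum reversed (0.789). With log2(RPKM + 5) it was 267 DEGs (246 male, 21 female), 2 of Table S5, 1 of Table S6, 2 male factors of Table S7 and 0 of the floral list, with the mitochondrion-encoded list at 0.0178 and JA response reversed (0.979).

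With DESeq2, 1766 DEGs (1100 male, 666 female), 392 of Table S2 (115 female), 10 of Table S5, 4 of Table S6, 4 female and 5 male factors of Table S7, 3 of Table S1 and 4 of the floral list were called. JA response (0.590) and tapetum (0.713) reversed, and the plastid-encoded list had 0.611. Fisher's exact test called 999 DEGs (537 female), all 812 of Table S2 (387 male, 425 female), 38 of Table S5, 14 of Table S6, 28 female and 8 male factors of Table S7, 8 of Table S8, 10 of Table S1, 11 photosynthesis unigenes of Table S4 and 3 of the floral list. Adjusted over the list alone, 494 of Table S2 (175 female), 12 of Table S5, 5 of Table S6, 3 and 8 of Table S7 and 4 of Table S1 were called.

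With library totals and no TMM, the median log2 difference of the unigenes tested was -0.41, against -0.09 with TMM and -0.08 with median-of-ratios scaling. With DESeq2, which was run without the filter and so on more unigenes, it was -0.39. Under library totals, 2 of Table S6, 2 female and 3 male factors of Table S7, 1 of Table S1 and 0 of the floral list were called. JA biosynthesis (0.0349, camera) and the mitochondrion-encoded list (0.00935) passed, and AGAMOUS reversed (-0.15). Separation of the sexes fell from 19.4% to 4.74% of unigenes on RPKM as deposited (10% by chance). With fry, nuclear photosynthesis, plastid-encoded and wounding lists had 0.663 and the mitochondrion-encoded list reversed (0.945). With an estimated correlation the 3 lists of the previous sentence that did not reverse had 0.874. Outside Table S2, adjusted p values were 0.138 for nuclear photosynthesis, 0.617 for the plastid-encoded list, 0.267 for mature pollen and wounding, and 0.907 for the mitochondrion-encoded list, which reversed.

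With each library left out, DEGs numbered 269 to 970, male DEGs 261 to 682 and female DEGs 6 to 292. Called were 167 to 339 of Table S2 (161 to 255 male, 3 to 84 female), 0 to 8 of Table S5, 0 to 3 of Table S6, 0 to 5 female and 1 to 4 male factors of Table S7, 0 of Table S8, 0 to 2 of Table S1, 0 photosynthesis unigenes and 0 to 3 of the floral list. Adjusted p values ran from 0.0360 to 0.764 for JA biosynthesis, 0.427 to 0.950 for JA response, 3.23e-12 to 0.773 for nuclear photosynthesis, 1.34e-04 to 0.853 for the plastid-encoded, 0.0106 to 0.742 for the mitochondrion-encoded, 6.66e-37 to 6.20e-32 for the pollen, 0.439 to 0.974 for the tapetum and 4.91e-11 to 0.773 for the wounding list (camera). Among the unigenes of genes that the paper names, log2 differences that changed sign were those of LOX3 (-1.09 to 0.76), WRKY46 (-4.20 to 0.0883), WRKY53 (-5.34 to 0.78), WRKY60 (-2.97 to 0.71) and RBCL (-1.18 to 4.44). Of the 14 other lipoxygenases, none of which was called, 9 changed sign (-1.52 to 1.36).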

Differences from the paper's values

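A count is taken to differ from the paper's when one is more than 1.5 times the other, and a log2 difference when the values are further apart than its SE under that setting or differ in sign. The SE is larger under some settings, so that a value further from the paper's can count as not differing. Both values come from the same libraries, and limma and DESeq2 give an SE of their own, so that this rule is a convention and not a test. The paper gives 812 DEGs, and 499 were called here. With no filter (802), without male replicate 1 (737), without female replicate 3 (970) and with Fisher's exact test on group means (999) the number does not differ, and under the other 13 alternatives set before the data were examined it does. For DEGs higher in female flowers the paper gives 425 and 42 were called here. Without female replicate 3 (292) and with Fisher's exact test (537) it does not differ, and under the other 15 it does.

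The paper lists 38 DEGs in Table S5, 14 in Table S6, 28 female factors in Table S7, 8 in Table S8, 10 in Table S1 and 11 photosynthesis DEGs in Table S4, of which edgeR's quasi-likelihood test called 4, 0, 1, 0, 0 and 0. At an unadjusted p under 0.05 there were 19, 7, 12, 4, 5 and 0, and DESeq2 called 10, 4, 4, 0, 3 and 0. With Fisher's exact test (38, 14, 28, 8, 10 and 11) they do not differ, and under the other 17 alternatives they do. Of the 8 male factors of Table S7 in the paper 1 was called here. It does not differ with Fisher's exact test (8) or adjusted over the list alone (8), and differs under the other 16.

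For HVA22C (contig_5136) the log2 difference is -2.76809 in the paper and -2.23 here, which does not differ with a mean RPKM of at least 5 (-2.38), limma on log2(RPKM + 1) (-2.01) or log2(RPKM + 0.1) (-2.27), or without male replicate 1 (-2.47), and differs under the other 11. For GL3 contig_9455 the log2 difference is -2.80061 in the paper and -2.13 here, which does not differ with a mean RPKM of at least 5 (-2.32) or limma on log2(RPKM + 0.1) (-1.93), and differs under the other 13. For GL3 contig_3975 the log2 difference is -2.1868 in the paper and -1.58 here, which does not differ with a mean RPKM of at least 5 (-1.77), limma on log2(RPKM + 0.1) (-1.34) or without male replicate 2 (-1.69), and differs under the other 12. For PDR12 (contig_11332) the log2 difference is -2.29279 in the paper and -1.65 here, which does not differ with a mean RPKM of at least 5 (-1.82), limma on log2(RPKM + 1) (-1.47) or log2(RPKM + 0.1) (-1.53), or without male replicate 1 (-1.83) or female replicate 1 (-1.75), and differs under the other 10. For AGO10 (contig_11980) the log2 difference is -1.95221 in the paper and -1.21 here, which does not differ with a mean RPKM of at least 5 (-1.37), limma on log2(RPKM + 1) (-1.12) or log2(RPKM + 0.1) (-1.11), or without male replicate 1 (-1.54), and differs under the other 11. For PRP39 contig_18045 the log2 difference is -1.73089 in the paper and -1.16 here, which does not differ with a mean RPKM of at least 5 (-1.33), limma on log2(RPKM + 1) (-1.11) or log2(RPKM + 0.1) (-1.12), or without male replicate 1 (-1.28) or female replicate 1 (-1.23), and differs under the other 10. For PRP39 contig_13539 the log2 difference is -1.53586 in the paper and -1.03 here, which does not differ with a mean RPKM of at least 5 (-1.19), limma on log2(RPKM + 1) (-1.02), log2(RPKM + 0.1) (-1.03) or log2(RPKM + 5) (-0.95), or without female replicate 1 (-1.12), and differs under the other 10. For AP1 (contig_6963) the log2 difference is -1.45411 in the paper and -0.92 here, which does not differ with a mean RPKM of at least 5 (-1.08) or limma on log2(RPKM + 1) (-0.89), log2(RPKM + 0.1) (-0.89) or log2(RPKM + 5) (-0.86), and differs under the other 11. With library totals and no TMM, a setting chosen after seeing the values, the log2 differences of these 8 unigenes lay close to the paper's values. They were -2.78 for HVA22C, -2.82 for GL3 contig_9455, -2.20 for GL3 contig_3975 and -2.31 for PDR12. For AGO10 the value was -1.97, for PRP39 contig_18045 -1.75, for PRP39 contig_13539 -1.55 and for AP1 -1.47. The paper's means are of RPKM, which is scaled by library totals, so that the gaps for these 8 unigenes go with TMM scaling. That setting leaves 544 of the 812 unigenes of Table S2 uncalled and drops 41 of the 245 called with TMM. These numbers concern the calls and not the size of the log2 differences.

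The paper states that the LOX2 unigenes were DEGs, and none of the 3 was called here, while all 3 were called by DESeq2, contig_214 without female replicate 3, contig_1628 by limma and, with a setting chosen after seeing the values, contig_1628 and contig_390 without TMM. All 3 were higher in female flowers here too. The paper states the same of LOX3, whose log2 difference here was -0.70 with all libraries and 0.76 without female replicate 1. The paper describes photosynthesis genes as specific to male flowers, and all 11 were higher in male flowers on average here (log2 from 0.69 to 1.73), while female replicate 3 lay above male replicates 2 and 3 in 10 of them in TMM-scaled CPM and in 8 on RPKM. It places minor CHO metabolism with them, while of the 8 unigenes 4 were higher in male and 4 in female flowers, from -2.31 to 14.25 on the log2 scale with a median of 1.20. The paper gives a largest number of clean reads in a sample that is below the 40385019 reads counted on unigenes in female replicate 2 here. Unigenes longer than 500 bp made up 67.5% of all unigenes here, which is below the share that the paper gives, and 87.6% of the bases. The Arabidopsis identifiers of Table S2 name 507 different genes for 608 unigenes. GL3 contig_9455 was called by DESeq2 and without female replicate 3, contig_3975 without female replicate 3, NAC025 and the WLIM1 unigene contig_29371 without female replicate 3, with no filter, with the block and by DESeq2, and ATRL6 without male replicate 1, with no filter and by DESeq2. Contig_29371 was also called by limma at each pseudocount, the WLIM1 unigene contig_9284 without female replicate 3 and by DESeq2, and BHLH96 by DESeq2 and by limma on log2(RPKM + 5). With no TMM, chosen after seeing the values, contig_29371, NAC025 and BHLH96 were called. That setting called 268 of the 812 unigenes of Table S2.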

Other observations

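Tests of a single library and of tapetum genes for pollen, of organelle carry-over and green tissue for plastid transcripts, and of wounding for LOX2 were set before the results were seen. The tests of library scaling, of female replicate 3, of list levels over the libraries, of the wounding level as a covariate and of single-library means were chosen afterwards.

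Late pollen genes were higher in male flowers. The mature pollen list had 29 of 34 unigenes higher in male flowers, 13 called and a median of 2.05, with an adjusted p of 5.93e-41 (camera, 8 lists; 1.53e-54 to 0.267 over the alternatives, the highest for unigenes not in Table S2). With fry and with an estimated correlation it was 0.00188 and 0.0219. The gap between the lowest male and the highest female library was 2.57, which argues against a single male library holding later anthers, and the adjusted p was 5.68e-44 without TMM, which argues against library scaling. The tapetum and exine list had a median of -0.21 (3 of 12 higher in male flowers, adjusted p = 0.942, 0.439 to 0.993 over the alternatives), which leaves later anther stages in male buds open, because its members went both ways. The 10 divisions of the libraries, of which the smallest share is 0.1, cannot exclude chance for any result of this part. For pollen the real division alone gave a result as large (1 of 10), and for tapetum 9 of 10 did. The difference in pollen genes lies between the sexes, and whether it is biological was not tested apart from the explanation left open.

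Plastid-encoded transcripts had list levels of 2.07, -0.28 and -0.11 in male replicates 1, 2 and 3 and -1.26, -1.95 and 1.52 in female replicates 1, 2 and 3, so that male replicate 1 and female replicate 3 stood out. Levels of the mitochondrion-encoded list were 1.01, -0.35, -0.22, -0.45, -0.75 and 0.74 in the same order, and the order of the 6 libraries was identical in both lists (Spearman's rho = 1, exact permutation p = 0.00278), consistent with organelle RNA carry-over that raises both. For the difference between the sexes this stays open, as the mitochondrion-encoded list had a median of 0.0111 with 37 unigenes in each direction (adjusted p = 0.942, camera, 0.00935 to 0.985 over the alternatives). More green tissue in male flowers could not be told apart from it, with an adjusted p of 0.663 for the nuclear photosynthesis list under fry. The nuclear photosynthesis list was also highest in male replicate 1 (0.56) and female replicate 3 (0.86), which carry-over of organelle RNA does not account for. Divisions with a result as large numbered 5 of 10 for the plastid-encoded, 7 for the nuclear photosynthesis and 9 for the mitochondrion-encoded list, so that chance cannot be excluded.

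Wounding and touch genes were higher in female flowers in 25 of 30 unigenes, with a median of -1.31 and an adjusted p of 0.0281 (camera, 4.91e-11 to 0.874 over the alternatives). The level was 1.67, -1.15 and 0.55 in female replicates 1, 2 and 3. It was -1.16, 0.40 and -0.31 in male replicates 1, 2 and 3. The adjusted p was 0.773 without female replicate 1, 0.764 without male replicate 1, 0.475 without female replicate 3 and 0.173 without male replicate 3. With the replicate number as a block it was 0.115. The list still passed without male replicate 2 (0.00283) or female replicate 2 (4.91e-11). With unigenes outside Table S2 the adjusted p was 0.267. For stress genes as a group, wounding of female buds could not be told apart from a difference between the sexes. The reason is that the libraries of each sex differ in level. With the level as a covariate in edgeR's quasi-likelihood test, the median of the list went from -1.31 to -0.14. That fall follows from the covariate being the level of the same unigenes, and does not show how well it corrects others. The 3 LOX2 unigenes, none of them on the list, kept log2 differences of -2.26 (contig_214, SE 0.60), -3.42 (contig_1628, SE 0.87) and -2.27 (contig_390, SE 0.58). Their unadjusted p in that test was 0.00643, 0.00519 and 0.00525. Their adjusted p (Benjamini-Hochberg) ran from 0.2085 to 0.235, so that none was called. Their slopes on the wounding level were -0.09, 0.38 and 0.51, with unadjusted p of 0.77, 0.40 and 0.11 in the same test. Male replicate 1 and female replicate 2, compared after the values were seen, had similar wounding levels (-1.16 and -1.15). Their CPM was 100 and 871 in contig_214, 6.37 and 516.5 in contig_1628, and 62.4 and 469 in contig_390. Male replicate 2 and female replicate 3 (0.40 and 0.55) had CPM of 167 and 388, 68.7 and 338, and 153.5 and 535. These values argue against wounding, as this list measures it, as the whole explanation for LOX2. A part stays open, as does a difference between the sexes, which was not tested apart. Chance cannot be excluded (7 of 10 divisions), nor for the JA biosynthesis (4) and JA response (9) lists.

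Fewer DEGs were higher in female than in male flowers. Without female replicate 3 the number rose from 42 to 292, with 37 of the 42 kept, as that library widening the spread among female samples would give. The number higher in male flowers also rose, from 457 to 678. Female flowers still had fewer (30.1%), so that this library does not account for the whole gap. With DESeq2, 1100 were higher in male and 666 in female flowers. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test the balance was reversed, with 1686 unigenes higher in male and 2176 in female flowers. Principal component 1 (38.8% of the variance) set female replicate 3 at 227 against -96.7 to 41.4 for the others. Principal component 2 (37.3%) parted the sexes, with male samples from 93.4 to 138 and female samples from -122 to -92.2 (female replicate 3). The median SD of log2 CPM was 0.599 in female and 0.489 in male samples. With library totals and no TMM the number higher in female flowers was 55, which argues against library scaling as the whole explanation. Of the female DEGs of Table S2 that were not called, 170 of 394 fell below a fold of 2 in RPKM without 1 library, and of the male DEGs 79 of 155. Whether 1 library carrying the mean left female DEGs uncalled could not be told apart, because the call itself asks the replicates to be alike. The real division alone gave as many calls for the DEGs in total, in male and in female flowers, for Table S2 and its male and female DEGs, for Table S5 and for Table S7 in either sex (1 of 10 each), and the number of divisions is too small to exclude chance. Where no call was made, in Tables S1, S6, S8 and the photosynthesis unigenes of Table S4, all 10 divisions equal the real one by construction, which says nothing about chance. With samples of the same number taken as pairs, the 3 other divisions that part all pairs gave 0 calls, as did the 6 that part 1 pair.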
